# Multiomics profiling of zebrafish embryonic cell line PAC2 across growth phases to assess its relevance for toxicological studies

**DOI:** 10.1371/journal.pone.0346109

**Published:** 2026-04-17

**Authors:** Mihai-Ovidiu Degeratu, Jessica Bertoli, Nikolai Huwa, David Lopez Rodriguez, Marion Revel, René Schönenberger, Colette vom Berg, Kristin Schirmer, Ksenia J. Groh

## Abstract

Permanent fish cell lines offer promising alternatives to traditional animal models for environmental risk assessment of chemicals. However, to facilitate broader uptake into toxicity testing practice, a better understanding of functional capacities and expression of toxicologically relevant molecular targets is needed. Here, we present an extensive molecular profiling of the zebrafish embryonic cell line PAC2, combining global proteomics across cell population growth phases (over 7300 protein groups) with matched transcriptomics at exponential and stationary phases (over 14500 transcripts). Proteome coverage was sufficiently deep to reveal functional insights consistent with those derived from transcriptomics data, despite differences in the total number of measured genes. Major gene expression shifts detected upon transition from exponential to stationary cell population growth phase indicated reduction in DNA replication, translation, metabolism, and cell cycle regulation, along with increased stress and immune system responses, and extracellular matrix remodeling. Functional annotation revealed expression of core cellular processes along with a number of toxicologically relevant pathways, including xenobiotic metabolism, stress signaling, and nuclear receptors responsive to important chemical classes, such as steroids (e.g., estrogens, glucocorticoids) and chemicals known to disrupt lipid metabolism, such as through interaction with peroxisome proliferation activating receptors. These findings reinforce the potential of PAC2 cells to offer a versatile *in vitro* model for studying fish cell biology and omics-enhanced exploration of chemical toxicity mechanisms, aided by the well-developed molecular annotation in zebrafish. Moreover, the analysis approaches developed in this work offer a blueprint for molecular baseline characterization of other fish cell lines. This work thus strengthens the mechanistic foundation supporting the use of fish cell lines as alternative models in aquatic toxicity testing and risk assessment.

## Introduction

Chemical toxicity testing traditionally relies on *in vivo* tests using animal models. Fish are widely used as test animals for environmental risk assessment [1] due to their ecological relevance and sensitivity to environmental contaminants known to accumulate in freshwater systems [2]. However, whole-animal fish tests are both resource-intensive and ethically contentious. As millions of fish are used annually to test chemicals and water samples [3–5], these tests are increasingly scrutinized in light of the 3Rs (replacement, reduction and refinement) principles [6], similar to other animal-based test methods.

In the last two decades, the toxicology community has witnessed an ongoing shift toward increased reliance on alternative (non-animal) test approaches (also known as new approach methodologies or NAMs) that aim to reduce or eliminate animal use [7]. This new paradigm relies on the mechanistic understanding of toxicity, postulating that chemical-induced molecular and cellular changes precede higher-level effects and hence could be used to predict whole-organism toxicity outcomes [8,9]. Among ecotoxicological NAMs, permanent fish cell lines offer a variety of practical approaches to explore molecular and cellular toxicity mechanisms [3].

A wide variety of fish cell lines, derived from different tissues and species, are available [10,11] and have been increasingly used for aquatic toxicity testing [12]. Among these, cell lines derived from rainbow trout have been used most often [13–17], including as a model system for the ISO Standard [18] and the OECD Test Guideline (TG) 249 [19], which both use the gill-derived RTgill-W1 cell line for prediction of acute fish toxicity. Standardization of *in vitro* tests helps ensure their reproducibility, which is an essential requirement for regulatory uptake. The fish invitrome framework for animal-free toxicity assessment further builds on the OECD TG 249 by introducing a suite of additional modules which address other endpoints of regulatory relevance, e.g., for bioaccumulation or chemical effects on growth [5]. These modules can include additional cell lines derived from other organs or species, along with endpoint-specific test methods and computational models. In this context, cell lines from zebrafish (*Danio rerio*) could offer a unique advantage for molecular investigations thanks to extensive genomic and bioinformatic resources already available for this species [20–22]. This in turn could support the development of more regulatory-relevant, mechanistically anchored omics-enhanced assays, e.g., for prediction of chronic toxicity outcomes [5,23]. One example of a permanent zebrafish cell line that has already been used in several toxicology-relevant studies is the PAC2, derived in 1994 from 24 h post-fertilization embryos [24,25]. These studies included investigations of heat shock responses [26], genotoxicity [27], oxidative stress [28], and mercapturic acid pathway involved in phase II biotransformation of electrophiles [21].

One limitation currently hindering a broader applicability of the fish invitrome approach stems from insufficient knowledge about the molecular and functional repertoire of fish cell lines. Understanding toxicity-relevant properties and functional capacities of different fish cells lines, i.e., which genes and pathways are expressed and regulated under various conditions, could help to further improve their utility for toxicity tests relying on omics-enhanced assessment of chemical safety [29]. The growth of cell populations in *in vitro* culture undergoes two main phases: the exponential phase, characterized by active proliferation; and the stationary phase, marked by a plateau in cell proliferation, often coinciding with the formation of a confluent cell monolayer [30]. Both phases have been purposefully used for toxicity assessment. Acute toxicity effects are typically assessed with cells in confluent monolayers, corresponding to stationary phase [31], while effects on cell population growth, predictive of chemical impacts on fish growth *in vivo*, are tested in exponentially proliferating cells [32]. The transition from exponential to stationary phase is accompanied by massive gene expression shifts [33], which could also influence the expression of pathways relevant to stress responses and toxicity. Such growth phase-specific gene expression changes have not yet been examined in detail in fish cell models.

Among the various molecular profiling methods, transcriptomics has been used most widely due to the maturity of technology and deep coverage. However, mRNA levels often do not reliably reflect protein abundance, especially under dynamic conditions. Several biological mechanisms could cause mRNA-protein discrepancies, including those occurring post-transcriptionally, such as mRNA degradation and translational repression; as well as post-translationally, such as protein ubiquitylation and degradation [34–36]. Therefore, multiomics profiling, combining proteomics and transcriptomics, could enable a more comprehensive understanding of gene expression changes across growth phases [37–39]. No prior study has yet conducted such an integrated multiomics analysis across growth phases in zebrafish PAC2 cells.

In this study, we conducted an in-depth molecular characterization of the permanent zebrafish cell line PAC2 [24,25], sampled in different phases of cell population growth and extensively profiled on the protein level with label-free mass spectrometry-based global proteomics. We further complemented these data by transcriptomics analysis with RNAseq, performed at two matching time points in order to gain a more comprehensive view of gene expression profiles. This integrated approach allowed us to (i) reveal mRNA and protein expression changes across different phases of PAC2 cell population growth; (ii) assess the degree of correlation between transcriptomic and proteomic profiles measured in matched samples and compare the insights delivered by the two techniques; (iii) explore the functional capacity of the PAC2 cells, particularly with regard to toxicologically relevant genes and pathways expressed by these cells. This information is expected to increase the value of the PAC2 cell line and facilitate its broader use in toxicological testing, as well as support its integration into the fish invitrome framework [5], especially for omics-enhanced assessments of chemical safety.

## Results

### Growth of PAC2 cells in culture and sampling for omics analyses

PAC2 cell population growth was characterized in 96-well plates over 3 weeks (Figs 1 and S1). In the exponential growth phase, cell population doubling time (estimated between days 3–13) was approximately 3.3 days. Although the cell numbers measured by Hoechst nuclear staining appeared to increase continuously throughout the whole observation period, metabolic activity started plateauing around day 11 post-seeding (Fig 1). Membrane integrity measurements also indicated that exponential growth could be slowing down around day 11–13 (S1 Fig). Moreover, metabolic activity-based curves resembled the shape of a curve constructed based on the direct cell counts data generated previously in 12-well plates with otherwise similar culturing conditions [40]. Therefore, also considering that the Hoechst staining of the nucleus does not distinguish between live and dead cells, we relied on metabolic activity measurements for selecting the timepoints to collect samples for omics analyses. Selected timepoints were day 3, 8 and 14 post-seeding, assuming that they correspond, respectively, to the early exponential, mid-exponential, and stationary phases of cell population growth (Fig 1). These samples comprised proteomics dataset 1 (PD1). On days 8 and 14 of the same experiment, we also collected matched samples for transcriptomics analysis, from which we derived a transcriptomics dataset (TD). This allowed to increase the number of profiled genes and enabled a direct comparison between molecular insights provided by proteomics and transcriptomics data.

**Fig 1:**
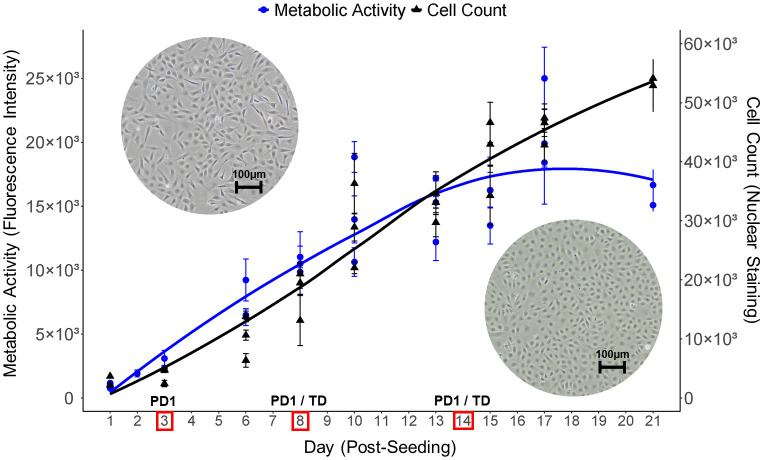
Growth curve of the PAC2 cell line based on metabolic activity measurements and nuclear staining counts. PAC2 cells were seeded and cultured in 96-well plates. Metabolic activity based on alamarBlue™ fluorescence (arbitrary units, blue circles line, left y-axis) and cell counts based on Hoechst 33342 nuclear staining (black triangles line, right y-axis) were recorded at multiple timepoints (days) throughout the culturing duration. Data are shown as mean ± SD of technical replicates (n = 3-12) for each biological replicate (n = 3). Trend lines were added using LOESS smoothing. Red boxes and black labels above them indicate the days on which the samples for proteomics dataset 1 (PD1) and transcriptomics dataset (TD) were collected. Representative phase contrast microscopy images included in the top left and bottom right corners show the appearance of PAC2 cells grown in T75 flasks at approximately 60% and 95% confluency, respectively, corresponding to exponential and stationary phases. Images were captured with 100x magnification, scale bar = 100µm.

In addition to PD1, we included in this study a second set of PAC2 samples, collected in the frame of a targeted phosphoproteomics study published previously [40], and used them to derive proteomics dataset 2 (PD2). These samples provided an even more resolved representation of different cell population growth phases: specifically, days 4, 7, 11, 18 and 28, assumed to correspond, respectively, to early, mid- and late exponential, and early and late stationary phases. This allowed enhancing the depth and reliability of proteomics-derived insights into molecular changes occurring across cell population growth phases. Further, while PD1 and PD2 samples differed in several parameters of experimental design (summarized in Table 1), they were analyzed by the same global proteomics data acquisition method in the frame of the current study. This additionally allowed us to address important technical questions related to the comparability of proteomics sample preparation procedures and robustness of mass spectrometry-based global proteomics analyses.

**Table 1:** Overview of experimental design parameters for omics datasets analyzed in this study.

Experimental parameters	Transcriptomics dataset (TD)	Proteomics dataset 1 (PD1)	Proteomics dataset 2 (PD2)
PAC2 cell culture specifics	Plate format: 6-well plates Media exchange: Day 7 post-seeding		Plate format: 12-well plates Media exchange: Days 7, 14, 21
Sampling points	Days 8, 14	Days 3, 8, 14	Days 4, 7, 11, 18, 28
Sample preparation and storage	mRNA-enriched library, short storage at +4°C	Tryptic digest, non-enriched, desalted, short storage at +4°C	Tryptic digest, non-bound fraction from Fe-NTA phosphopeptide enrichment, longer-term storage at –70°C
Peptide loading in LC-MS/MS	Not relevant	1 µg – Day 3 2 µg – Days 8, 14	4 µg – all timepoints

### Proteomics profiling of PAC2 cells across cell population growth phases

Global proteomics analysis showed a high consistency of precursor, peptide, protein and protein group identification numbers across technical and biological replicates within both datasets, with %CV values of 4.6%, 5.5%, 2.8% and 2.0%, respectively (S1 Table). Across both the PD1 (S2 Table) and PD2 (S3 Table) combined, up to 11796 proteins could be identified, corresponding to 7432 protein groups (protein groups comprise either uniquely identified proteins or sets of indistinguishable proteins inferred from the identified peptides). Among these, 112 were contaminants and consequently removed from downstream analysis. Over 95% (7165) of the identified 7320 *Danio rerio* protein groups were shared between the two datasets (Fig 2, top Venn diagram). Similarly, high overlaps of the identified protein groups were observed between the different sampling days within each dataset (Fig 2, bottom Venn diagrams). The abundance of measured proteins spanned over 6 orders of magnitude, with log_10_ median protein group quantity ranging from <1 to >7.

**Fig 2:**
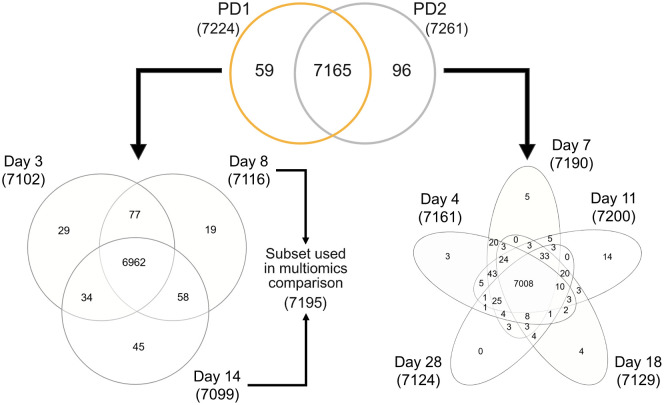
Numbers and overlap of protein groups identified within and between proteomics datasets 1 (PD1) and 2 (PD2). In total, 7320 protein groups were identified in the PAC2 cell line in the two datasets combined, the majority of which were shared between the two datasets (see top Venn diagram) and between the different sampling days within the same dataset (see bottom Venn diagrams for PD1 (left) and PD2 (right)). 7195 PD1 protein groups detected in day 8 and day 14 samples were used for multiomics comparison with matched transcriptomics samples.

In the next step, identification data was prepared for quantitative analysis. For this, protein groups with <70% detection frequency were removed to ensure statistical power, and protein groups with detection frequency ≥70% were imputed if they did not appear in all replicates (see S2 Fig for histograms of measured and imputed counts in each replicate). Following this procedure, the number of protein groups included in PD1 and PD2 was reduced to 6751 (S2 Table) and 6927 (S3 Table), respectively, and the combined list of PD1 and PD2 together was reduced to 6803 protein groups. Within these lists, less than 10% of protein groups were single hits (i.e., identified by only one peptide). For example, in the shared list of 6803 protein groups, 445 protein groups were single-peptide identifications. The reduced lists were used to perform quantitative analyses such as the principal component analysis (PCA) and differential protein expression analysis presented below.

PCA showed a clear separation between all conditions analyzed (Fig 3A). Samples belonging to the two datasets (PD1 and PD2) were separated in principal component 1 (PC1), while PC2 primarily showed separation between growth phases (sampling days) within each dataset. A similar trend, i.e., a progression over time from early exponential (days 3–4) to (late) stationary phase (days 14–28), was observed in both PD1 and PD2 (Fig 3A). Days 3 and 8 from PD1 clustered closely together, similarly to days 4 and 7 from PD2. These samples, corresponding to early/mid-exponential growth phase, were strongly separated from samples corresponding to the stationary growth phase, i.e., day 14 of PD1 and days 18 and 28 of PD2, the latter two closely clustered together too. Interestingly, day 11 of PD2 was located between the exponential- and stationary-phase related samples of this dataset, indicating that it may reflect a transition period between the two distinct growth phases.

**Fig 3:**
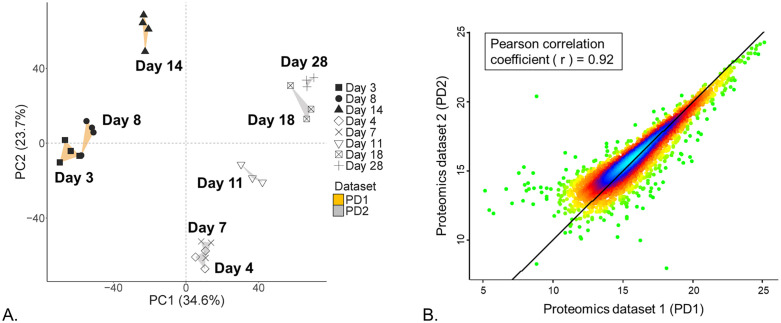
Comparison of protein expression trends in proteomics datasets 1 and 2 (PD1 and PD2). Panel (A) shows principal component analysis (PCA) performed on 6803 PAC2 protein groups shared between PD1 (orange) and PD2 (grey). Convex hulls show the outer boundaries formed by biological replicates within each group. Panel (B) shows correlation and density plot for the same list of 6803 protein groups. For each dataset (PD1 and PD2), abundance values of each protein group were averaged across biological replicates (n = 4 for PD1 and n = 3 for PD2) from all conditions (i.e., sampling days). The diagonal line indicates equality (x = y); points above the line have higher values in PD2, and those below have higher values in PD1. Color gradient indicates the density of the data points (blue – most dense; red and yellow – intermediate; green – least dense).

The separation of PD1 and PD2 samples could be due to differences in absolute abundance values measured for each protein group in the two datasets, as Pearson correlation coefficient between the two datasets was lower than 1 (r = 0.92, Fig 3B). These differences appeared to be unevenly distributed within the highest- and lowest-abundance analytes in each dataset. The former and the latter showed, respectively, slightly higher and slightly lower abundance values in PD1 compared to PD2 (see S3 Fig for a detailed analysis of top-200 high- and low-abundant protein groups). This uneven distribution of absolute abundance differences could affect the degree of variance within the two datasets, which was likely reflected in the PCA. The differences in the absolute abundance values could be caused by the differences in the peptide amount loaded on the column in chromatographic runs performed for PD1 and PD2 samples (see Table 1), which is reflected by the progressive decrease in Pearson coefficient from 0.964 to 0.827 for comparisons of abundance values between day 3 of PD1 (1 µg loaded) through samples with 2 µg loading (PD1 day 8 and 14) to samples with 4 µg loading (days 4, 7, 11, 18 and 28 of PD2), shown in S4 Fig. For respective comparisons of 2 and 4 µg samples, Pearson coefficients also decreased from 0.939 to 0.841 for day 8 samples, but for day 14 samples, they remained similar or even slightly increased (from 0.86 to 0.886). Of note, correlation between samples was expected to be less than perfect, because they represent different growth phases, accompanied by differential expression of a significant proportion of protein groups (see below). Hence, the observed correlation coefficients can still be considered high overall. Moreover, despite these differences in absolute values, the relative differences between the samples corresponding to exponential and stationary cell population growth phases within each dataset appeared to be retained, as shown by similar over-time PCA trends discussed above (Figs 3A and S5). Thus, PCA suggested that PD1 and PD2 data are comparable but cannot be directly combined for quantitative analysis aimed at identifying differentially expressed protein groups (DEPs). We therefore proceeded to perform differential expression analysis for PD1 and PD2 separately, followed by comparing the obtained results.

We identified 4450 DEPs in PD1 (corresponding to 62% of quantified proteome, S2 Table) and 3531 DEPs in PD2 (49% of quantified proteome, S3 Table), presented in Fig 4 as hierarchically clustered heatmaps. A total of 2520 DEPs were shared between the two datasets PD1 and PD2, and they turned out to represent the core of the two main co-expression groups progressing from early to late cell population growth phases: downregulated (1247 DEPs) and upregulated (1273 DEPs), see S6 Fig. To perform functional annotation and enrichment analysis, shared DEPs were converted to official gene symbols, resulting in 1229 genes from 1247 downregulated DEPs and 1270 genes from 1273 upregulated DEPs. Selected findings from this analysis are shown in the top panels (proteomics) of Fig 5A and 5B, corresponding to the downregulation and upregulation clusters, respectively; the complete outcome of DAVID Bioinformatics gene ontology (GO) analysis can be viewed in S4 Table. Enriched downregulated pathways were related to three main areas: nucleic acid metabolic process and DNA replication; ribosome biogenesis and protein folding; cell cycle process and its regulation. Enriched upregulated pathways were related to extracellular interactions; nutrient metabolism; and cytoprotective responses.

**Fig 4:**
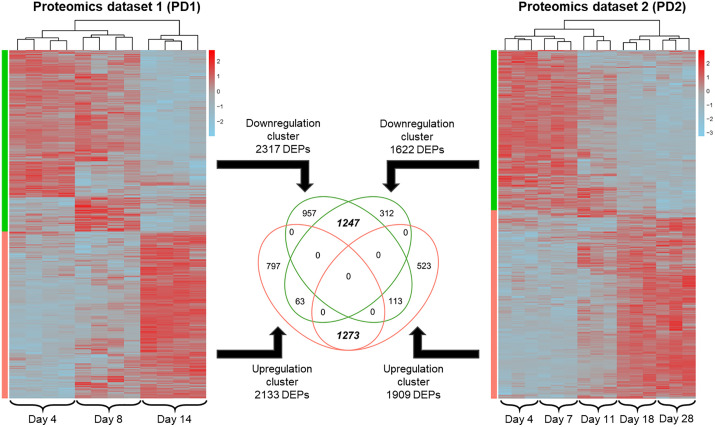
Hierarchical clustering and overlap of the differentially expressed protein groups (DEPs) identified in the proteomics dataset 1 (PD1) and 2 (PD2). Heatmap columns correspond to the biological replicates within each dataset (n = 4 for PD1 and n = 3 for PD2) and each cell population growth phase (represented by sampling days 3, 8, 14 in PD1 and 4, 7, 11, 18, 28 in PD2), indicated at the bottom of each heatmap. DEPs were identified by ANOVA followed by permutation-based calculation (250 randomizations) of false discovery rate (FDR), significance threshold FDR < 0.05. Color gradient represents the DEPs z-score normalized expression values. The Venn diagram illustrates the overlap of hierarchically clustered DEPs across all conditions (days) within each dataset.

**Fig 5:**
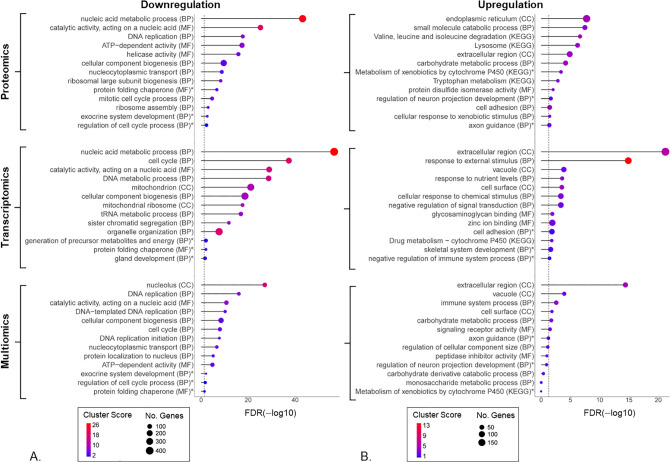
Functional annotation and enrichment analysis of differentially regulated gene clusters identified with proteomics, transcriptomics, and multiomics data. Panels (A) and (B) show results for downregulated and upregulated co-expression clusters derived from proteomics analysis (top two graphs, analysis performed on 1247 downregulated and 1273 upregulated differentially expressed protein groups (DEPs) shared between proteomics datasets 1 and 2); transcriptomics analysis (middle two graphs, analysis performed on 2306 downregulated and 2143 upregulated differentially expressed genes (DEGs)); and multiomics analysis (bottom two graphs, analysis performed on 690 downregulated and 446 upregulated genes found in both DEPs and DEGs lists from the matched multiomics dataset). Annotation was performed with KEGG pathways and gene ontology (GO) terms for biological process (BP), cellular component (CC), and molecular function (MF). Resulting pathways and terms were analyzed for enrichment against background proteome and/or transcriptome, and clustered based on gene similarity in DAVID Bioinformatics. Shown clusters include top 10 and several additionally selected (indicated by *) statistically significant terms/pathways of interest. The complete outcome of these analyses can be viewed in the S4, S7 and S8 Tables, corresponding to proteomics, transcriptomics, and multiomics data, respectively. Cluster score represents the geometric mean (-log p-value) of all GO terms and KEGG pathways included within a cluster. Cluster names and gene numbers were taken from the top significant pathway or term (sorted on y-axis based on false discovery rate (FDR), shown on x-axis).

### Transcriptomics profiling of PAC2 cells in exponential and stationary phases

Transcriptomics analysis was performed for matched samples corresponding to day 8 and day 14 within PD1 (see S5 Table), representing exponential and stationary cell population growth phases, respectively. 

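RNA of PAC2 cells, a line derived from zebrafish embryos, was sequenced from 4 biological replicates on day 8 and from replicates 1, 2 and 4 on day 14, since replicate 3 of day 14 was lost, which gives 7 libraries. The authors pseudo-aligned the reads with Kallisto to the Ensembl GRCz11 transcriptome, summed the transcript estimates to genes and removed genes of very low expression with edgeR. The deposited matrix is titled a normalized count matrix, but it holds estimated counts that are not normalized, since the library totals differ and between 48.0% and 52.3% of the values in each library are whole numbers. The totals were 11252559, 24561482, 19694223 and 22544966 estimated counts in replicates 1, 2, 3 and 4 of day 8, with a median of 21119594.5. On day 14 they were 33414743, 19426409 and 20418549 in replicates 1, 2 and 4, with a median of 20418549. The 10 most abundant genes took 7.86% to 8.55% of the counts in each day 8 library and 9.96% to 10.6% in each day 14 library. For every value given here, the estimated counts were rounded, the library sizes were scaled with edgeR's TMM method (factors from 0.883 to 1.15), and CPM values were computed as counts relative to the scaled library sizes. Differences between day 14 and day 8 were tested with edgeR's quasi-likelihood test, with robust estimation, growth phase as the only term and Benjamini-Hochberg adjustment over all 17570 genes of the matrix. Log2 differences are day 14 against day 8, and a gene was counted as a DEG at an adjusted p below 0.05. A single count corresponds to a smaller CPM in the deeper libraries, so precision is lowest in replicate 1 of day 8. Gene symbols were found for 15073 genes (85.8%), and the remaining genes are given by their Ensembl identifiers.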

RNAseq analysis generated counts for 30628 gene IDs in total. 

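A geometric mean above 1 CPM in at least 1 growth phase was reached by 15984 of the genes in the matrix. CPM values are not divided by transcript length and stand in for the TPM values of the paper, because transcript lengths for the whole matrix were not used here. On day 8 the limit was passed by 15267 genes and on day 14 by 15635 genes. The count moved most when the limit was lowered to 0.5 CPM, which gave 17243 genes. With CPM above 1 required in every library of a growth phase, 15315 genes were left.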

Following data filtering for very low-expressed genes, this number was reduced to 17570 genes and finally to 14574 transcripts that remained after filtering with a threshold of transcripts per million (TPM) >1 (S6 Table). 

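Both growth phases had 14918 genes with a geometric mean above 1 CPM, which is 93.3% of the genes above this limit in either phase. A further 349 genes passed the limit on day 8 only and 717 on day 14 only. These genes were close to the limit, with a median geometric mean of 1.33 CPM on day 8 for those found on day 8 only and 1.37 CPM on day 14 for those found on day 14 only. Of them, 90 and 205 genes, respectively, were also DEGs.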

Over 90% (13409) of identified transcripts were shared between the two sampled conditions (Fig 6A). These conditions, however, showed a clear separation in the PCA (Fig 6B), indicating the occurrence of major expression changes, similar to those observed in the proteomics data (see Figs 3A and S5).

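A PCA of log2(CPM + 1) over the genes above 1 CPM placed 58.2% of the variance on PC1 and 20.8% on PC2. On PC1 the day 8 libraries lay between -36.1 and -25.4 and the day 14 libraries between 29.5 and 47.3, so the gap between growth phases was larger than the spread within either of them. On PC2 the day 8 libraries covered a range of 72.5 and the day 14 libraries a range of 21.4. The ratio of the variance between growth phases to the variance within them (pseudo-F) was 6.55. The next largest value among the 35 splits of the libraries into groups of 4 and 3 was 3.18 (exact permutation test, one-sided, p = 0.0286, the smallest p that 35 splits allow). Scaling each gene to unit variance moved the pseudo-F most, to 3.66. Across genes, which are not independent replicates, the Pearson correlation of log2(CPM + 1) was 0.964 to 0.988 between day 8 libraries, 0.984 to 0.986 between day 14 libraries and 0.945 to 0.967 between libraries of different growth phases. The paper takes the separation of the conditions in the PCA as a sign of major expression changes.

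**Figure D1:**
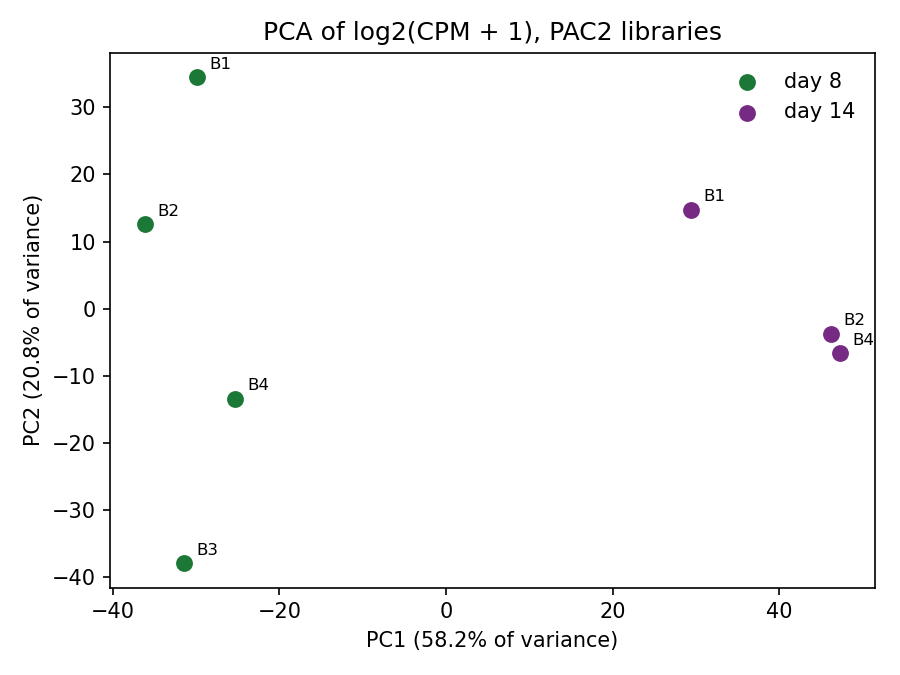
PC1 and PC2 scores of the PAC2 libraries, with 1 point per library, coloured by sampling day and named by biological replicate (B1 to B4). The day 14 libraries lie between 29.5 and 47.3 on PC1 and the day 8 libraries between -36.1 and -25.4, while the day 8 libraries are spread along PC2.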

**Fig 6:**
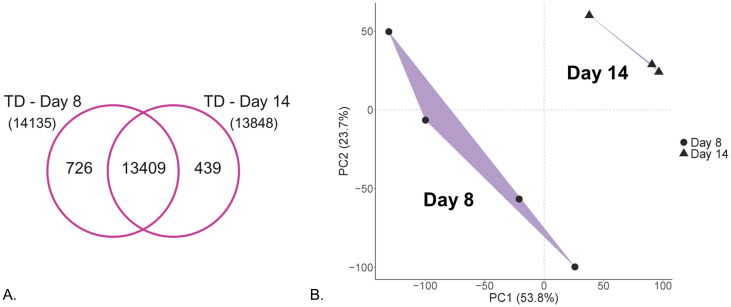
Characterization of the transcriptomics dataset (TD). (A) Numbers and overlap of 14574 gene transcripts reliably measured in the PAC2 cells sampled at two different cell culture growth phases (i.e., day 8 and day 14). (B) Principal component analysis (PCA) of the 14574 gene transcripts showed a clear separation between the two different growth phases. Convex hulls (purple areas) show the outer boundaries formed by biological replicates (n = 4) within each group. Note that replicate B3 in day 14 condition was lost during sample preparation.

Differential expression analysis identified 2306 downregulated and 2143 upregulated differentially expressed genes (DEGs) in the TD (see S6 Table). 

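With edgeR's quasi-likelihood test, 2344 genes were lower and 2101 genes higher on day 14, in total 4445 DEGs or 25.3% of the genes tested. The median absolute log2 difference of these DEGs was 0.88, and 1722 of them differed by more than 1 on the log2 scale. For 4200 DEGs (94.5%), every day 14 library lay outside the range of the day 8 libraries. The same was true of 34.8% of all tested genes, against the 5.71% that chance gives for 4 against 3 libraries. The count of DEGs moved most with limma's array weights, to 7071 genes. Single libraries also decided part of the count, which was 2719 without replicate 2 of day 14 and 2647 without replicate 4 of day 14. Without TMM scaling, 3258 genes were lower and 1218 higher. In each alternative, 0 of the DEGs it shared with the 4445 had the opposite direction.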

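Gene families fixed by their symbols before the data were examined were tested with limma's camera (two-sided, preset correlation of 0.01 between genes, Benjamini-Hochberg adjustment over 26 families). Many families stand in for terms that the paper reports as enriched, partly from these same libraries, so their calls are not independent evidence. Families with roles in proliferation fell on day 14. All 34 mitotic genes with a value were lower on day 14, with a median log2 difference of -1.18 (adjusted p = 4.11e-21), and 33 of them were DEGs. All 50 replication factors were lower on day 14, 43 of them as DEGs, and their median log2 difference was -0.81 (adjusted p = 3.56e-19). The median was -0.82 for 51 factors of the small-subunit processome and nucleolus (adjusted p = 1.24e-18, 3 genes higher), -0.51 for 34 aminoacyl-tRNA synthetases (adjusted p = 5.66e-08, 2 genes higher) and -0.62 for 9 subunits of the chaperonin CCT (adjusted p = 3.33e-04, 0 genes higher). Among mitochondrial components, 74 mitochondrial ribosomal proteins had a median log2 difference of -0.64 (adjusted p = 3.26e-16, 1 gene higher) and 93 subunits of oxidative phosphorylation one of -0.35 (adjusted p = 6.24e-06, 11 genes higher). For the last family the ranges of the growth phases overlapped, with means of -0.48, -0.21 and -0.30 in day 14 replicates 1, 2 and 4, relative to the day 8 mean, and -0.43, -0.18, 0.48 and 0.13 in day 8 replicates 1 to 4. The day 14 library was the lower one in each of the 3 pairs with the same replicate number, although by little in replicates 1 and 2, and the median was -0.19 with the replicate block and -0.18 without replicate 3 of day 8. Camera called 18 of the 26 families, 8 lower and 10 higher. Of these, limma's fry kept 13, while camera with a correlation estimated from the libraries kept 0, with 6 families at an unadjusted p below 0.05. Another split of the libraries, 1 of the 35 possible, also gave 18 called families.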

For the TD cluster of downregulated genes, enriched terms showed a high overlap with all main areas revealed in the respective proteomics cluster, but there were also several new terms appearing among the top-enriched, including organelle organization, mitochondrion and generation of precursor metabolites and energy (compare top and middle panel in Fig 5A and see S4 and S7 Tables). For upregulated genes, enriched terms were again similar to proteomics data and related, e.g., to extracellular interactions and cytoprotective responses such as response to chemical stimulus and cytochrome P450 drug metabolism (compare top and middle panel in Fig 5B and see S4 and S7 Tables). In contrast, terms related to axon projection development appeared only in upregulated DEPs (Fig 5B, top panel), while upregulated DEGs showed enrichment of skeletal system development terms and negative regulation of immune system process (Fig 5B, middle panel).

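Among families of the extracellular matrix, 9 laminins had a median log2 difference of 0.56 (camera, adjusted p = 0.00258, 8 genes higher on day 14) and 12 matrix metallopeptidases one of 0.39 (adjusted p = 0.00839, 10 genes higher). The mean of the laminins was 0.61 to 0.73 above the day 8 mean in the day 14 libraries and between -0.20 and 0.26 in the day 8 libraries. For lysosomal and autophagy components, the median was 0.60 for 12 cathepsins (adjusted p = 0.00604, 11 genes higher) and 0.17 for 18 autophagy genes (adjusted p = 0.0127, 16 genes higher). The median of the autophagy genes depended on the scaling and on single libraries, with 0.024 without TMM scaling, 0.27 without replicate 3 of day 8 and 0.30 without replicate 1 of day 14. The 24 subunits of the vacuolar ATPase were not called (adjusted p = 0.621) and their median of 0.065 became -0.10 without TMM scaling. Biotransformation families were tested one by one. UDP-glucuronosyltransferases rose, with a median of 0.43 over 14 genes (adjusted p = 0.00345, 12 genes higher), as did 14 glutathione S-transferases with a median of 0.48 (adjusted p = 0.00815, 13 genes higher), although fry did not call the latter (adjusted p = 0.0708). The 28 cytochrome P450 genes were not called by camera (adjusted p = 0.621) or fry (0.0557, against 0.0557 to 0.889 over all alternatives). Their median was -0.0019, 14 of them were higher on day 14, 4 were DEGs with a higher and 1 with a lower value, and the sign of the median changed between alternatives, from -0.12 without TMM scaling to 0.040 without replicate 3 of day 8. Their mean, however, was 0.085 to 0.20 above the day 8 mean in the day 14 libraries and between -0.073 and 0.066 in the day 8 libraries. Cytosolic ribosomal proteins also rose, with 76 of 77 genes higher on day 14 and a median of 0.78 (adjusted p = 2.27e-12), and the median was 0.35 with quantile normalization. Fry did not call them (adjusted p = 0.100, against 3.52e-28 to 0.502 over all alternatives). The day 14 library of replicate 1 (0.43) lay below the day 8 library of replicate 3 (0.63), but in each of the 3 pairs with the same replicate number the day 14 library was higher, and with the replicate block the median was 0.99.

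**Figure D2:**
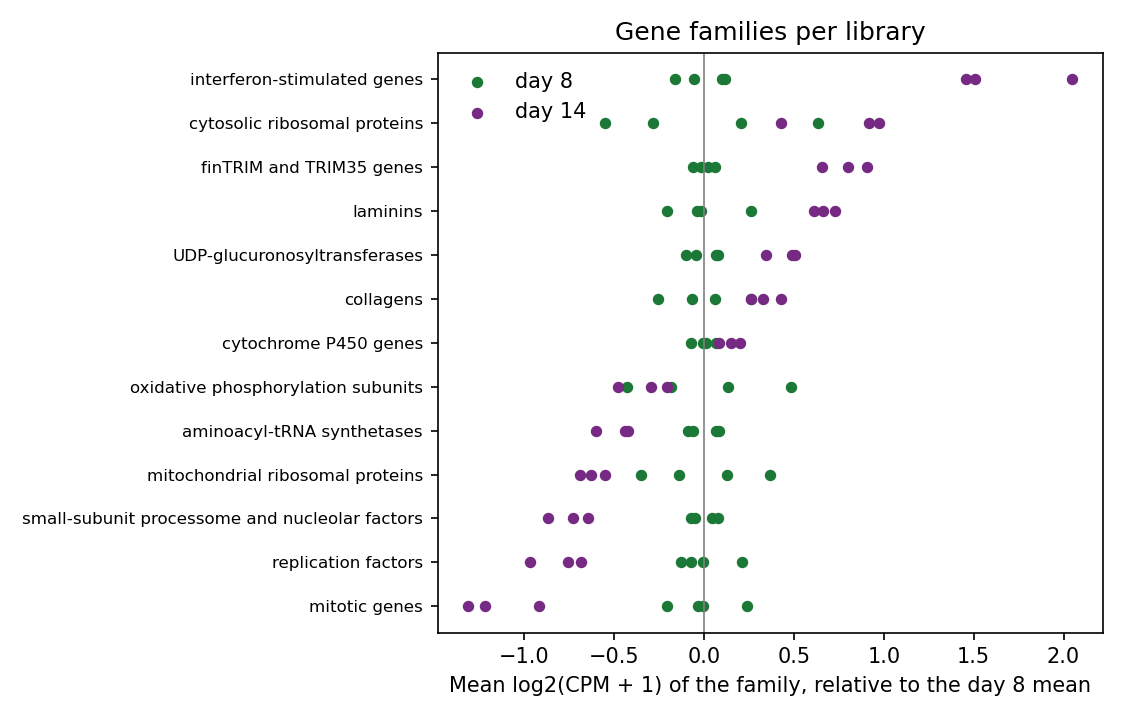
Mean log2(CPM + 1) of the genes of each family, relative to the mean of the day 8 libraries, with 1 point per library and families on the vertical axis. The mitotic genes reach -1.31 and the interferon-stimulated genes 2.05 in a day 14 library, while points of both days overlap for the cytosolic ribosomal proteins and the oxidative phosphorylation subunits; without TMM scaling these families keep the sign of their median.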

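Of the 26 skeletal development genes listed for the test, 11 were matched in the matrix, and they were not called by camera (adjusted p = 0.861). Their median log2 difference was 0.30, with 6 genes higher on day 14 and 2 DEGs in each direction. The direction of camera's statistic, but not that of the median, changed without replicate 3 of day 8. The 65 ligands and receptors of axon guidance had a median of 0.12 and were not called either (adjusted p = 0.199), with 14 DEGs higher and 7 lower. They were called only without replicate 1 of day 8 (adjusted p = 0.0316, against 0.0316 to 0.780 over all alternatives), and their median changed sign to -0.039 without TMM scaling. It was 0.023 with the replicate block and between 0.028 and 0.18 with 1 library left out. The finTRIM and TRIM35 genes, which are linked to immune functions and form a family of similar copies whose reads the pseudo-alignment could divide among its members, rose with a median of 0.71 over 56 genes (adjusted p = 6.71e-14, 51 genes higher). In the day 14 libraries their mean was 0.65 to 0.91 above the day 8 mean, and no day 8 library was above 0.06.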

### Proteomics and transcriptomics provide comparable information about biological changes in PAC2 cells

To explore the overlap between proteomics- and transcriptomics-derived information about molecular and cellular changes occurring upon transition from exponential to stationary cell population growth phase in PAC2 cells, we carried out a differential gene expression analysis of day 8 vs day 14 condition in PD1 and TD and compared the identified DEPs and DEGs. For PD1, this analysis identified 1668 downregulated and 1571 upregulated DEPs (Fig 7), which had 98% and 95% overlap with the respective DEP clusters described in Fig 4. The terms enriched in these two clusters were also similar to those highlighted in the complete proteomics data (shown in Fig 5, top panel).

**Fig 7:**
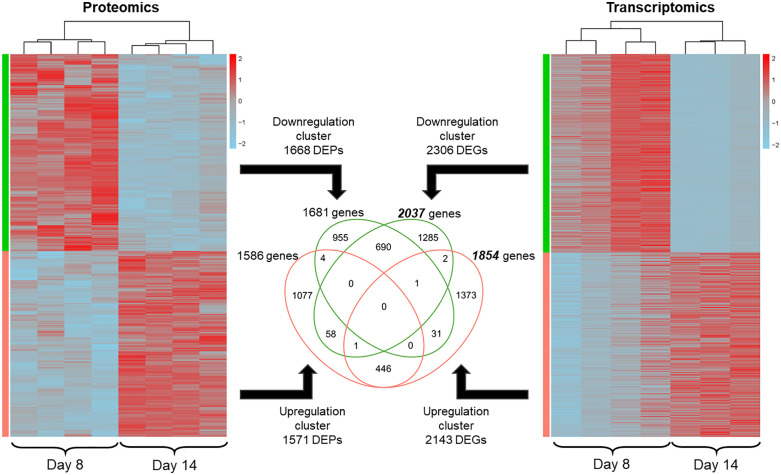
Hierarchical clustering and overlap of differentially expressed protein groups (DEPs) and differentially expressed genes (DEGs) in the matched multiomics dataset. Heatmap columns correspond to the biological replicates (n = 4) within each dataset, and each of the two analyzed cell population growth phases (i.e., days 8 and 14), indicated at the bottom of each heatmap; note that replicate B3 in day 14 condition was lost during sample preparation. DEPs were identified by unpaired Student’s t-test followed by permutation-based calculation (250 randomizations) of false discovery rate (FDR), significance threshold FDR < 0.05. DEGs were identified by quasi-likelihood F-test with Benjamini-Hochberg correction, significance threshold for adjusted p-value (FDR)<0.05. Color gradient represents the DEPs’ and DEGs’ z-score normalized expression values. The Venn diagram illustrates the overlap of hierarchically clustered DEPs and DEGs across all conditions (days) within each dataset. Overlaps between DEPs and DEGs were identified by comparing respective lists converted to official gene symbols.

To compare these DEPs with the DEGs identified in the TD (described in the preceding section), both lists were converted from gene identifiers originally used in each dataset (i.e., UniProt accessions in PDs and Ensembl gene IDs in the TD) into official gene symbols. This resulted in slightly different output numbers than were input (compare numbers shown in the middle area of Fig 7), which could be due to some IDs being less comprehensively annotated, leading to many-to-one or ambiguous mapping. Moreover, a few genes appeared as shared between down- and upregulation clusters within proteomics (4 genes) and transcriptomics (2 genes) lists. This could be due to the ambiguities introduced during the conversion from respective identifiers to gene symbols, but it could also imply the existence of (unresolved) isoforms of the same gene/protein that behave differently.

690 genes were significantly downregulated (FDR < 0.05) on both the protein and transcript levels, representing approximately 40% of downregulated DEPs and about one third (approximately 34%) of downregulated DEGs (Fig 7). Overlap between proteomics and transcriptomics data was even lower within the upregulated cluster, with 446 shared genes representing approximately 28% and 24% of all upregulated DEPs and DEGs, respectively (Fig 7). However, despite this low overlap and the relatively low numbers of shared genes, the terms enriched among the shared DEPs and DEGs in the downregulation cluster (see Fig 5A, bottom panel, and S8 Table for complete analysis output) were found to cover the same biological aspects that were identified as downregulated based on the individual analyses of proteomics (Fig 5A, top panel) and transcriptomics (Fig 5A, middle panel) data, i.e., related to DNA replication, translation, metabolism and cell cycle regulation. Similarly, enriched terms in the shared upregulated DEPs and DEGs included terms related to extracellular interactions and cytoprotective responses (Fig 5B, bottom panel), also identified in the individual proteomics (Fig 5B, top panel) and transcriptomics (Fig 5B, middle panel) analysis. Interestingly, the terms enriched in the shared proteomics/transcriptomics list also included both the axon guidance and immune system process terms – the two areas found to be uniquely enriched in the individual proteomics and transcriptomics lists, respectively (compare bottom, top and middle panels in Fig 5B), when analysed separately. The complete output of functional annotation and enrichment analysis for shared DEPs and DEGs can be viewed in S8 Table.

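Under the limits of an absolute log2 difference above 1.5 and p below 0.01, applied to the p of edgeR's quasi-likelihood test, 171 DEGs were lower and 405 higher on day 14. The alternative that moved the sum of 576 most was limma's unmoderated p on log2(CPM + 1), with 58 lower and 183 higher. Without replicate 1 of day 14 the number of lower genes was 314. Among the DEGs above 1 CPM whose growth phases did not overlap, the largest rises included 2 genes without a symbol, ENSDARG00000117181 and ENSDARG00000095475. Both had 0 counts in the day 8 libraries. They were at least 11.6-fold and at least 5.68-fold higher on day 14, respectively, taken against a floor of 3 counts. The bound of the former rests on replicate 4 of day 14 (5.80 CPM, against 0.809 and 1.46 CPM in replicates 1 and 2) and was at least 4.89-fold without it. For ENSDARG00000117181 the call was lost in 2 of 20 alternatives, limma's unmoderated p (adjusted p = 0.0817) and edgeR's newer quasi-likelihood form (0.0602), with a range of 1.11e-05 to 0.0817 over all alternatives. The interferon-related gene *ifi44a8* (ENSDARG00000093857) was at least 45.7-fold higher (at least 26.9-fold without replicate 2 of day 14), and *si:dkey-58f10.6* (ENSDARG00000094489) was at least 7.37-fold higher. The mean of *ifit10* (ENSDARG00000007467) was 0.111 ± 0.0933 CPM (SD, n = 4) on day 8 and 7.60 ± 3.70 CPM (SD, n = 3) on day 14, a log2 difference of 6.03 (standard error 0.54, adjusted p = 4.62e-05). The largest falls included *hspb9* (ENSDARG00000078674), which was at least 7.57-fold lower on day 14, and *ccl20b*, *uraha* and *acana*, with log2 differences of -3.82, -3.63 and -3.47. The calls of *ccl20b*, *uraha* and *acana* were lost with limma's unmoderated p (adjusted p = 0.105, 0.0981 and 0.0540, the highest over all alternatives).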

Top-changing genes (identified as showing the log₂ difference > |1.5| and p-value <0.01, see Fig 8) included 60 DEPs and 136 DEGs downregulated and 51 DEPs and 343 DEGs upregulated (see S9 Table for complete lists). Among these, 5 downregulated and 16 upregulated genes were shared between DEP and DEG lists (Fig 8 and Table 2).

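Transcript values were found for 16 of the 21 genes of Table 2, and *osbpl3b*, *col2a1b*, *hmox1a*, *ifi44g* and *sacs2*, whose names the gene name table does not pair with 1 identifier, were not analysed here. All 16 were DEGs in the direction of Table 2, also in each alternative, and for each of them the values of the growth phases did not overlap. As Table 2 was chosen on these libraries, this count is not independent evidence. With p adjusted over the 47 matched named genes alone, the count was the same, 4 lower and 12 higher. The transferrin receptor *tfr1b* (ENSDARG00000077372) fell from 330 ± 55.0 CPM (SD, n = 4) to 110 ± 27.8 CPM (SD, n = 3), a log2 difference of -1.59 (standard error 0.21, adjusted p = 3.27e-04 from edgeR's quasi-likelihood test). For *chchd10* (ENSDARG00000010717) the log2 difference was -1.79 (standard error 0.28, adjusted p = 9.57e-04), with day 8 values from 42.1 to 105 CPM and day 14 values from 18.8 to 22.7 CPM. The log2 differences of *phlda2* and *arhgef39* were -1.54 and -1.53. Of the upregulated genes, *dap1b* (ENSDARG00000086842) changed from 53.1 ± 20.2 CPM (SD, n = 4) to 276 ± 67.7 CPM (SD, n = 3), a log2 difference of 2.38 (standard error 0.29, adjusted p = 3.98e-04). The log2 differences of *ms4a17a.7*, *rcn3*, *igfbp6b* and *sypl1* were 2.12, 2.05, 2.00 and 1.55. 

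**Figure D3:**
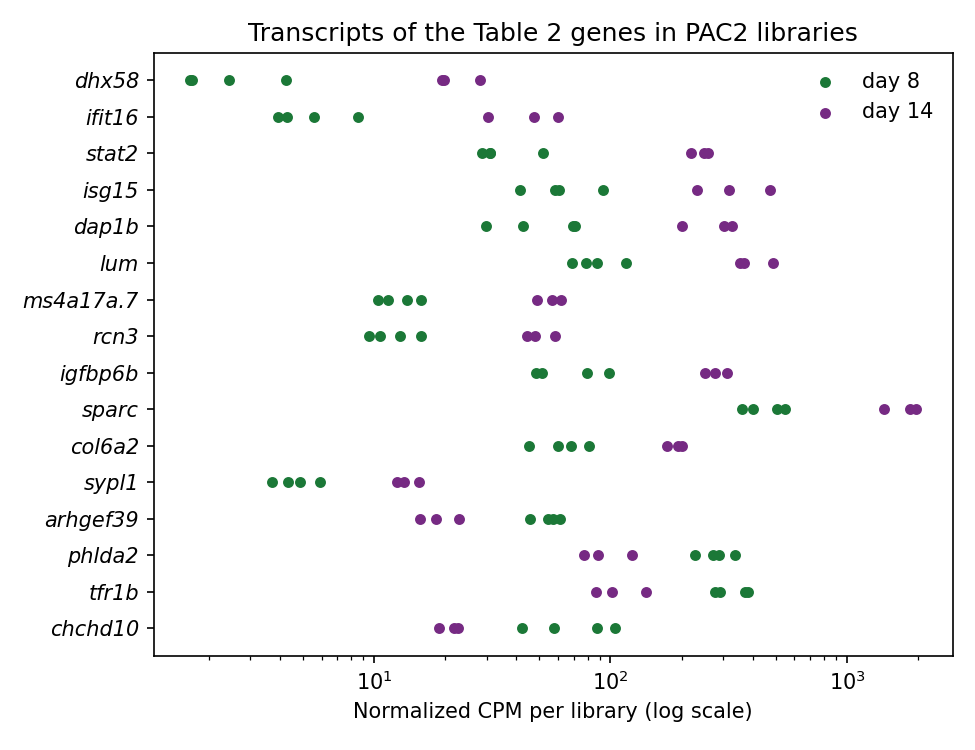
CPM values on a log scale of the transcripts of Table 2 genes, with 1 point per library and genes ordered by log2 difference. Values of the growth phases do not overlap for any of these 16 genes.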

**Table 2:** Shared genes found on both the protein and transcript lists of top-regulated exponential-to-stationary genes.

Direction of change	N total	Gene name	Gene description
down	5	*arhgef39*	Rho guanine nucleotide exchange factor (GEF) 39
		*chchd10*	coiled-coil-helix-coiled-coil-helix domain containing 10
		*osbpl3b*	oxysterol binding protein-like 3b
		*phlda2*	pleckstrin homology-like domain, family A, member 2
		*tfr1b*	transferrin receptor 1b
up	16	*col2a1b*	collagen, type II, alpha 1b
		*col6a2*	collagen, type VI, alpha 2
		*dap1b*	death associated protein 1b
		*dhx58*	DEXH (Asp-Glu-X-His) box popypeptide 58
		*hmox1a*	heme oxygenase 1a
		*ifi44g*	interferon induced protein 44g
		*ifit16*	interferon-induced protein with tetratricopeptide repeats 16
		*igfbp6b*	insulin-like growth factor binding protein 6b
		*isg15*	ISG15 ubiquitin like modifier
		*lum*	lumican
		*ms4a17a.7*	membrane-spanning 4-domains, subfamily A, member 17A.7
		*rcn3*	reticulocalbin 3, EF-hand calcium binding domain
		*sacs2*	sacsin molecular chaperone 2
		*sparc*	secreted protein, acidic, cysteine-rich (osteonectin)
		*stat2*	signal transducer and activator of transcription 2
		*syp1l*	synaptophysin-like 1

**Fig 8:**
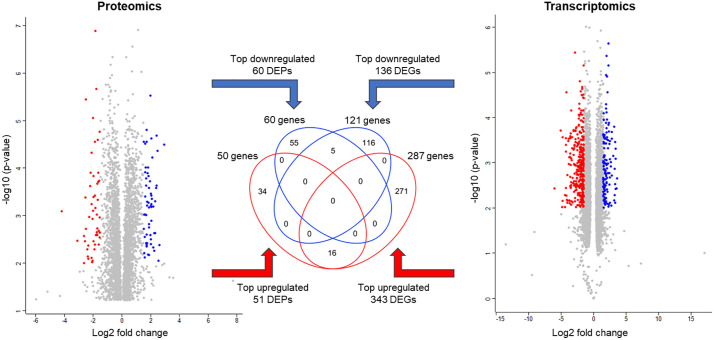
Overlap between the top regulated differentially expressed protein groups (DEPs) and transcripts (DEGs) in PAC2 cells from day 8 to day 14. The lists of 3239 DEPs from proteomics dataset 1 (PD1, data from days 8 and 14) and 4449 DEGs from the transcriptomics dataset (TD) were tested using unpaired Student`s t-test and plotted in volcano plots shown in left and right panel, respectively. Identifiers with increased expression (log₂ difference >1.5 and p < 0.01) are shown in red, corresponding to 51 DEPs (A) and 343 DEGs (B). Identifiers with decreased expression (log₂ difference < –1.5 and p < 0.01) are shown in blue, corresponding to 60 DEPs (A) and 136 DEGs (B). Grey dots represent the remaining DEPs and DEGs not meeting these thresholds. Overlaps between DEPs and DEGs were identified by comparing respective lists converted to official gene symbols.

### Multiomics integration model of gene expression changes between exponential and stationary phases

An unsupervised multiomics model, built to evaluate the shared variance between the proteomics and transcriptomics datasets, showed a clear separation between day 8 and 14 (Fig 9A). This trend was similar to that observed in proteomics (Fig 3A) and transcriptomics (Fig 6B) data individually. In the model, each biological replicate exhibited relatively small variance differences between the proteomics and the transcriptomics dataset (Fig 9A). Contribution to the total explained variance per component was nearly equal for transcriptomics and proteomics (Fig 9B).

**Fig 9:**
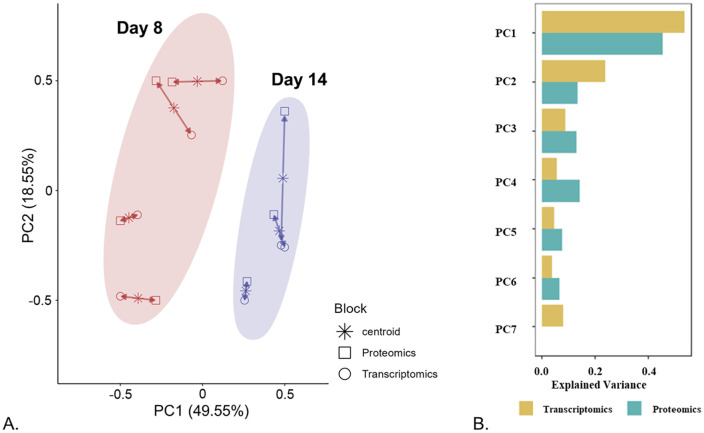
Multiomics Partial Least Square (PLS) model showing separation between analyzed conditions corresponding to exponential and stationary cell population growth phases. Panel (A) shows multiomics model built for data from days 8 and 14 from proteomics dataset 1 (PD1) and the corresponding matched samples from the transcriptomics dataset (TD). Arrows represent the variance difference between PD1 and TD for each biological replicate (n = 4 for day 8 and n = 3 for day 14), with shorter arrows indicating stronger agreement in variance. Panel (B) shows contributions of proteomics and transcriptomics data to the total explained variance per principal component (PC).

### Functional annotation analysis of all proteins and transcripts detected in PAC2 cells

Following the above-described analysis of DEPs and DEGs that accompany the transition from exponential to stationary growth phase in PAC2 cells, we wanted to explore which types of biological processes and functions, especially the toxicologically relevant ones, are being expressed in PAC2 cells overall. For this, we carried out a functional annotation analysis of all proteins and transcripts detected in PAC2 cells. To enable comparisons, original identifiers were converted to official gene symbol identifiers. As already observed previously, the output of this conversion did not yield the exact number of identifiers that were input. That is, 7320 protein groups (PD1 and PD2 combined) resulted in 7465 genes, while 14574 transcripts resulted in 12172 genes. 6644 genes were shared between the complete proteomics (combined PD1 and PD2) and transcriptomics (TD) identifications, corresponding to 89% and 55% of PDs and TD. Thus, around 11% (821) of protein groups detected by global proteomics did not have a corresponding transcript match in the RNAseq data. Functional annotation analysis of these genes in DAVID GO identified 6 clusters with significantly enriched terms related to extracellular region and immune response; cell adhesion; ligand-gated channel activity and neurotransmitter receptor activity; DNA-binding transcription factor activity; supramolecular fiber; and calcium signaling (S10 Table). Conversely, over half of the identified transcripts were also detected on the protein level, while around 45% were identified on the transcript level only, which is to be expected in multiomics studies since transcriptomics typically shows higher detection sensitivity than proteomics.

Functional annotation analysis of all proteins and transcripts detected in PAC2 cells (S11 Table) showed that, despite the almost 2-times difference between the overall gene counts present in the proteomics and transcriptomics datasets, similar functional categories were identified by both data types (compare Fig 10A and 10B). Additional information about each functional category is provided in Table 3, and a complete overview of Cytoscape categories can be seen in S11 Table.

**Table 3:** Overview of the main functional categories containing enriched terms and pathways represented in the proteome and transcriptome of PAC2 cells. For each category, the number of terms, the top statistically significant term (marked by *) and the most mapped term with its corresponding number of genes are shown.

Functional categories	Proteome-based	Transcriptome-based
**Cell structure organization**	• 42 terms • ribonucleoprotein complex biogenesis* • organelle organization (960 genes)	• 37 terms • ribonucleoprotein complex biogenesis* • organelle organization (1449 genes)
**Development**	• 11 terms • chordate embryonic development* • embryo development (477 genes)	• 11 terms • convergent extension* • embryo development (718 genes)
**Homeostasis**	• 4 terms • cellular homeostasis* • homeostatic process (292 genes)	• 2 terms • multicellular organismal-level homeostasis (181 genes)*
**Localization and transport**	• 34 terms • cellular localization (858 genes)*	• 35 terms • cellular localization (1158 genes)*
**Molecule processing / Gene expression**	• 80 terms • macromolecule biosynthetic process* • protein metabolic process (1391 genes)	• 82 terms • nucleic acid biosynthetic process* • protein metabolic process (2160 genes)
**Regulatory processes**	• 19 terms • regulation of translation* • regulation of cellular component organization (363 genes)	• 42 terms • regulation of catabolic process* • regulation of DNA-templated transcription (1358 genes)
**Response to external stimuli**	• 8 terms • cellular response to stress (387 genes)*	• 16 terms • cellular response to stress* • response to stress (1022 genes)

**Fig 10:**
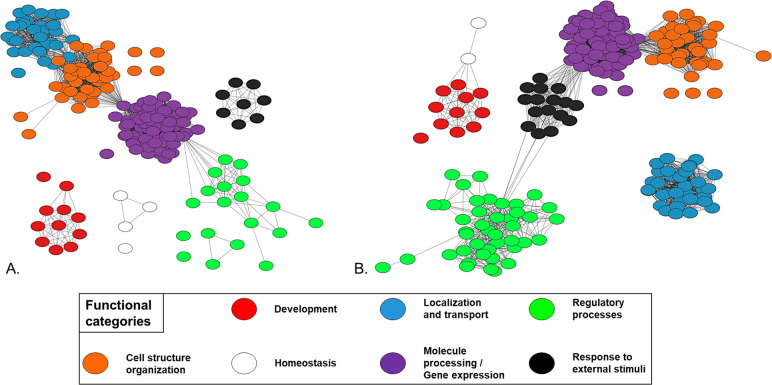
Overview of the main biological processes represented by the proteins and transcripts measured in zebrafish PAC2 cells. Panel (A) shows representative gene ontology (GO) biological process terms identified within the 7465 genes corresponding to the 7320 protein groups of the PAC2 proteome. Panel (B) shows the same for the 12172 genes corresponding to the 14574 transcripts of the PAC2 transcriptome. Nodes represent GO biological process terms, and edges connecting them are based on semantic similarity scores calculated in Revigo. Only terms with similarity above the set threshold (0.7) are connected. Unconnected nodes were retained because they were considered informative, despite low similarity to other terms. Colors used to denote different functional categories explained in the shared legend underneath panels (A) and (B) were manually assigned based on proximity and nomenclature (shared common words).

**PAC2 cell type and relevance of PAC2 cells for toxicological studies, explored by multiomics analysis**

Manual checks of selected gene families of interest were carried out to gain information on the PAC2 cell type as well as to explore the relevance of PAC2 cells for toxicological studies. First, we looked at the expression of selected markers of fibroblastic or epithelial cell types, specifically the fibroblastic markers: *vim*, vimentin; *cdh2*, cadherin 2, type 1, N-cadherin (neuronal); *col1a1b,* collagen, type I; *fn1a*, fibronectin; and epithelial markers: *cdh1*, cadherin 1, type 1, E-cadherin (epithelial); *prr36b*, mucin-5 AC; *si:ch73-61d6.3*, occludin; *sdc2*, syndecan; *tjp2b*, zona occludens 2. All markers except vimentin were found to be expressed in PAC2 cells at both the protein and transcript level (S12 Table and S7 Fig).

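On the transcript level, N-cadherin (*cdh2*, ENSDARG00000018693) had 131 ± 33.1 CPM (SD, n = 4) on day 8 and 206 ± 11.0 CPM (SD, n = 3) on day 14, a log2 difference of 0.65 (standard error 0.19, adjusted p = 0.0240 from edgeR's quasi-likelihood test). This call depended on the setting, since the adjusted p was 0.179 without TMM scaling and ranged from 0.00190 to 0.179 over 21 alternatives, 7 of which did not call the gene, among them those without replicate 2 or 4 of day 8 and without each of the day 14 replicates. E-cadherin (*cdh1*, ENSDARG00000102750) fell from 57.3 ± 5.34 CPM (SD, n = 4) to 23.8 ± 4.09 CPM (SD, n = 3), a log2 difference of -1.26 (standard error 0.16, adjusted p = 3.40e-04), and it was called in each alternative. Occludin (*si:ch73-61d6.3*, ENSDARG00000057826) had 12.4 ± 2.17 CPM (SD, n = 4) on day 8 and 17.6 ± 3.43 CPM (SD, n = 3) on day 14, and its log2 difference of 0.51 was not called (adjusted p = 0.0711, called only when the genes tested were limited to those above 5 CPM, adjusted p = 0.0487, with a range of 0.0487 to 0.347 over the alternatives). Syndecan (*sdc2*, ENSDARG00000002731) had 389 ± 57.2 CPM (SD, n = 4) and 361 ± 22.6 CPM (SD, n = 3), a difference smaller than the spread between the day 8 replicates (adjusted p = 0.683). The markers *col1a1b*, *fn1a*, *prr36b* and *tjp2b*, whose names were not paired with 1 identifier, were not analysed here.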

Next, we looked at the expression of selected toxicologically relevant gene families and pathways, also summarized in S12 Table. PAC2 cells were found to express molecular components related to cytoprotective mechanisms (e.g., detoxification and response to heat shock response, oxidative stress, endoplasmic reticulum stress), which are often involved in responses to toxic chemicals [41,42]. 

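S12 Table lists 371 gene names on the transcript level, of which 284 were matched to 1 identifier in the matrix. Of these, 261 had a geometric mean above 1 CPM in at least 1 growth phase. In brackets, the table marks genes that the authors detected only in the counts list. Of 38 matched names in brackets, 19 were above 1 CPM, compared with 242 of 246 names without brackets. Among cytoprotective families, 27 of 28 matched genes of the heat shock response were above 1 CPM, with 7 DEGs lower and 2 higher on day 14. All 17 matched genes of the unfolded protein response were above the limit, and their median geometric mean on day 8 was 119 CPM, with 6 DEGs higher and 1 lower. For p53 and the responses to hypoxia, metals and oxidative stress, 28 of 29 matched genes passed the limit.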

With regard to xenobiotic metabolism, PAC2 cells express several members of gene families related to active transport (ATP-binding casette (ABC) transporters, solute carriers (SLC)) and biotransformation, including phase I: cytochrome P450 (CYP); phase II: glutathione S-transferases (GST); uridine 5-diphospho-glucuronosyltransferases (UGT), sulfotransferases (SULT); and N-acetyltransferases (NAT). 

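Above 1 CPM in at least 1 growth phase were 22 of the 24 ABC transporters of S12 Table that were matched, 50 of 51 SLCs, 20 of 24 CYPs, 10 of 11 GSTs, 10 of 13 UGTs, 5 of 6 SULTs and 5 of 5 NATs. Their levels differed between families. The median geometric mean on day 8 was 42.4 CPM for the SULTs, 15.8 CPM for the SLCs, 15.1 CPM for the NATs, 13.9 CPM for the GSTs, 7.51 CPM for the ABC transporters, 2.36 CPM for the CYPs and 1.84 CPM for the UGTs. From day 8 to day 14, the matched DEGs of the UGTs (6), CYPs (2) and SULTs (1) were higher on day 14, and that of the NATs (1) was lower. The other families had DEGs in both directions, with 4 higher and 3 lower for the ABC transporters, 3 higher and 7 lower for the SLCs, and 1 higher and 1 lower for the GSTs. Members of the UGT, GST and CYP families can be similar in sequence, so the pseudo-alignment could have divided reads among them, and the values of single members are uncertain.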

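Of the genes that S12 Table lists for MAPK, AKT and mTOR signaling, 19 were matched and 17 of them had a geometric mean above 1 CPM in at least 1 growth phase. Their median on day 8 was 13.7 CPM, and 0 of the 19 were DEGs between day 8 and day 14, while 2 had an unadjusted p below 0.05. The autophagy genes of the same table passed the limit in 16 of 17 matched cases, with a median on day 8 of 17.1 CPM and 6 DEGs, all of them higher on day 14.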

Further, PAC2 cells also express several toxicologically relevant signaling pathways, such as Mitogen-Activated Protein Kinase / c-Jun N-terminal Kinase (MAPK/JNK), AKT Serine/Threonine Kinase (AKT) and mechanistic Target of Rapamycin kinase (mTOR), as well as transcription factors and effector genes involved in response to hypoxia and metals, heat shock response, unfolded protein response and autophagy regulation. Lastly, PAC2 cells express several nuclear receptors, including those that govern the response to important chemical groups, such as estrogens, glucocorticoids, aryl hydrocarbons, and peroxisome proliferator substances. 

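The matched genes of S12 Table above 1 CPM in at least 1 growth phase were 3 of 4 for the response to estrogens, 4 of 4 for corticoids, 6 of 7 for aryl hydrocarbons, 4 of 4 for interference with lipid metabolism and 6 of 8 for the other nuclear receptors. The median geometric mean on day 8 was 4.81 CPM, 10.8 CPM, 18.6 CPM, 7.67 CPM and 8.41 CPM in these groups, respectively. Of the 4 genes for interference with lipid metabolism, 2 were DEGs, both lower on day 14. The DEGs of the other groups were 1 higher and 1 lower for estrogens and 1 higher for corticoids. There was 1 lower DEG each for aryl hydrocarbons and for the other nuclear receptors. These counts cover neither *esr2a* and *esr2b* nor *pparab* and *pparda*, whose names were not matched to an identifier.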

Expression was most often observed on transcript level only, but numerous genes were detected on both the transcript and protein level, and several more were detected on protein level only (S12 Table).

## Discussion

We carried out a comprehensive profiling of molecular changes occurring in PAC2 cells during progression through the cell population growth phases. Extensive data obtained on the protein level using two distinct sets of samples (PD1, PD2) allowed to evaluate the robustness of global proteomics analysis. Proteomics analysis was complemented with transcriptomics data generated at two time points in exponential and stationary growth phases (TD), which were directly paired with corresponding samples from PD1. The inclusion of transcriptomics permitted comparison of the overall molecular insights provided by the two omics data streams with regard to gene expression changes occurring between growth phases and supported the in-depth evaluation of the overall repertoire of genes and pathways expressed in the PAC2 cells.

### Data independent acquisition (DIA)-based global proteomics enables fast analysis and deep coverage

The total number of PAC2 protein groups measured in our study was 7320, with over 95% overlap observed across all technical and biological replicates. This comparatively deep coverage was achieved by separating the complete peptide sample (i.e., without prior fractionation) with approximately 2h nanoLC gradient on in-house made 30 cm-long column, coupled to MS/MS in data independent acquisition (DIA) mode [43], followed by directDIA (library-free) analysis [44] to identify and quantify peptides and protein groups using Spectronaut^TM^ software [45,46]. The speed and depth of proteome analysis achieved here constitute a significant improvement compared to previously published studies on proteomes of cell lines from zebrafish and other fish species, which typically reported 2–5 times lower coverage for unfractionated samples [47–49], while a more comparable coverage has been achieved by including extensive fractionation steps, e.g., in a study with early zebrafish embryos [50]. The improvement reported here is largely based on the implementation of DIA mode, which offers superior sensitivity and more stable label-free quantification results compared to the data dependent acquisition (DDA) mode that was more commonly used in earlier studies [43,51,52]. The fast and sensitive global proteomics analysis workflow presented in this study paves the way for a broader application of global proteomics in ecotoxicological studies, especially those that require analyzing large sample numbers to obtain time- and concentration-resolved molecular profiles. This is often necessary to gain an improved understanding of toxicity mechanisms for unknown or insufficiently characterized substances. While further improvements in speed and sensitivity can be achieved with transition to the next generation of high-resolution mass spectrometers, such as Thermo Orbitrap Astral [53], the presented solution is already capable of obtaining highly informative proteomics profiles (see below) using more regular high resolution mass spectrometry instrumentation.

### DIA proteomics enables robust profiling of proteome changes across PAC2 population growth phases

Analysis of protein expression changes across PAC2 cell population growth phases relied on two different experiments: PD1, performed with four biological replicates in the current study and partially matched with transcriptomics analysis; and PD2, performed with three biological replicates in the frame of a previously published targeted phosphoproteomics study [40]. While both experiments had the same overall goal of collecting PAC2 cell samples at different phases of cell population growth, they had several differences in cell culturing conditions, sample collection days, proteomics sample preparation techniques and the total peptide amount loaded on-column for LC-MS/MS analysis (Table 1). Regarding sample preparation, while the PD1 samples were subjected to the regular S-Trap^TM^ assisted tryptic digest followed by desalting [54], PD2 samples were additionally subjected to Fe^3+^-NTA phosphopeptide enrichment procedure and represented the non-bound fractions collected during its performance [40,55]. Despite these differences, we observed approximately 98% overlap of protein groups (7165) identified within each dataset, while peptides and precursors showed approximately 95% overlap. Comparable overlaps were also observed across the different cell population growth phases (Fig 2). These observations underscore the high consistency and robustness of global proteomics analysis applied in our study. This also confirms that the two different sample preparation techniques delivered largely comparable peptide populations enabling the identification of the same proteins. Thus, passing the non-phosphorylated peptides through the Fe^3+^-NTA enrichment procedure and recollecting them as the non-bound fraction does not seem to lead to substantial losses that would have precluded identification of corresponding proteins.

Despite the high overlap in total identifications, PCA revealed significant separation between the two datasets, particularly in principal component 1 (PC1, Fig 3A). This separation could be due to dataset-specific differences in the absolute expression values, observed especially for the proteins located at the extremes of the dynamic abundance range, i.e., either very high- or very-low abundant proteins (see Figs 3B and S3). These deviations could be caused either by variations in peptide recovery introduced during the sample preparation procedure or from different storage regimes or because of the differences in the absolute peptide amounts injected on-column during LC-MS/MS runs (Table 1). Although storage conditions can theoretically influence peptide integrity, the specific combinations of storage temperature and duration used in this study are well within the established ranges known to preserve peptide stability. Regarding the peptide loading concentrations, the coefficient of correlation between different samples showed a tendency to decrease from 0.964 (for 1 µg vs 2 µg loading) to 0.899 (for 1 µg vs. 4 µg loading) in otherwise comparable sample pairs (S4 Fig). However, the correlation between samples cannot reach 100% because each sample is from a different growth phase where some differential expression is naturally present. Therefore, coefficients close to or above 0.9 can still be seen as high, and hence the variations caused by different loading amounts can be considered rather minor, which is also underscored by comparable peptide and protein identifications obtained across all samples (CV 2–5.5%, S1 Table).

Lastly, it is important to emphasize that, despite these differences in the absolute abundance values, the two datasets PD1 and PD2 revealed highly similar trends in the temporal protein expression and changes occurring across cell population growth cycle, demonstrated by both the PCA (Fig 3A) and the comparative analysis of DEPs identified within each dataset, with high overlap between the two datasets observed in the down- and upregulation clusters (Figs 4 and 5). This again demonstrates that DIA-based global proteomics analysis performed in this study is sufficiently robust against minor differences in cell culture parameters such as plate format, differing sample collection timepoints, or even differences in sample preparation parameters. Moreover, our analysis shows that the non-bound fraction from the Fe-NTA phosphopeptide enrichment procedure can be used to obtain reliable global proteomics data. This approach can be applied for studies interested in simultaneous characterization of proteome and phosphoproteome, as it would allow for these two omics streams to be obtained from fully paired samples (essentially, one sample), thus increasing the power for matched multiomics analysis.

### Major gene expression shifts occur upon PAC2 transition from exponential to stationary growth phase

The transition from exponential to stationary cell population growth phase is known to represent a coordinated cellular reprogramming event characterized by major modulation of core metabolic and regulatory networks, reported in both prokaryotes [56] and eukaryotes [57,58]. In PAC2 as well, differential expression analysis revealed massive shifts in both the protein (Fig 4) and transcript (Fig 7) expression, indicating comprehensive remodeling of molecular architecture of PAC2 cells across cell population growth phases. The exact timing of exponential-to-stationary transition can be explored based on the characteristics that the cells exhibit over time in culture. The PAC2 growth curves defined either by direct cell count [40] or by Hoechst nuclear staining-based count or by metabolic activity (this study, Fig 1), suggested that the switch between these phases is likely to occur between day 11 and day 14 post-seeding. By this time, cells would be approaching confluence, which is likely associated with a decline in nutrient availability from the culture medium and an increase in cell-to-cell contact interactions. This in turn could trigger a starvation response as well as specific differentiation reactions, which could also accompany the transition from active proliferation to stationary maintenance mode.

These observations are corroborated by the observed changes in the molecular profiles of PAC2 cells across cell population growth phases, revealed in the heatmaps for identified DEPs (Figs 4 and 7) and DEGs (Fig 7). While coordinated gene expression differences between days 8 (exponential) and 14 (stationary) are clearly visible on both the transcript and protein levels (Fig 7), a more resolved view can be obtained from the proteomics data shown in Fig 4 for PD1 and PD2. Here, protein expression patterns at days 3 and 8 (PD1) or 4 and 7 (PD2), corresponding to exponential growth phase, showed clear differences to the patterns observed at day 14 (PD1) and days 18 and 28 (PD2), corresponding to stationary phase. In contrast, day 11, the timepoint present only in PD2, showed an intermediary pattern that significantly differed from both the former and the latter group (but was closer to the former). This suggests that day 11 likely corresponds to a transitionary state between the exponential and stationary phases. Thus, gene expression profiles measured on this day are likely reflective of a switch that the proteome undergoes when progressing from exponential to stationary phase. These observations could have implications for *in vitro* chemical toxicity assessment in prolonged-exposure scenarios, such as tests aiming to assess chemical effects on proliferation and cell population growth. The drastic gene expression changes that accompany the progression from exponential to stationary growth phase could be a confounding factor hindering the interpretability of chemical-specific effects observed in such test setups, especially considering that the exact timing of the transition state within a growth curve could be influenced by multiple experimental parameters. These could include cell line type, seeding density, frequency of culture medium exchange, and the type of cell culture vessel, as well as chemical-specific factors. To minimize the influence of this confounding factor, it could be suggested that molecular responses used for toxicological assessments are recorded either at multiple timepoints, or at timepoints sufficiently distant from the (presumed) transition point likely to occur within multi-day test designs.

The overlap between DEPs and DEGs was relatively modest (~30–40%). This was not unexpected and in line with previous reports from similar studies [59,60]. These studies collectively demonstrate that reliability of omics-informed toxicological predictions is typically improved by inclusion of multiple omics data streams, as they tend to complement each other. Furthermore, employing study designs that enable sample collection at multiple timepoints can provide additional valuable information on both the specificity and the temporal dynamics of physiological or toxicological responses under study.

Functional annotation analysis of DEPs and DEGs identified between the exponential and stationary growth phases delivered largely similar conclusions with regard to the accompanying changes in the internal molecular machinery of PAC2 cells. That is, both omics types revealed a similar set of affected functions (Fig 5, top and middle panel), which were also enriched in the core group of shared DEPs and DEGs (Fig 5, bottom panel). Genes that were downregulated upon transition from exponential to stationary phase covered cellular processes related to DNA replication and nucleic acid metabolic process; mitotic cell cycle process and its regulation; and biogenesis and assembly of ribosome and protein folding chaperones. This suggests a reduction in cell division/proliferation as well as stalled production of cellular structures and organelles, accompanied by reduced translation. The same mechanisms are highlighted by the top-5 genes identified as downregulated with p < 0.01 on both the protein and transcript level (Fig 8 and Table 2). For example, *arhgef39* encodes a RhoGEF protein that regulates cytoskeletal dynamics, cell migration, and proliferation. While previous studies mostly looked at the role of this gene in cancer progression, its downregulation in fish cells may indicate reduced cytoskeletal remodeling, consistent with contact inhibition and decreased proliferation in stationary phase [61,62]. Another downregulated gene, *phlda2*, is a modulator of growth and apoptosis, known in mammals as an imprinted gene involved in growth regulation [63,64]. The *osbpl3b* gene belongs to the family of lipid transfer proteins highly conserved between zebrafish and humans [65]. Given the likely role in intracellular lipid trafficking, its downregulation may reflect a decreasing need for membrane turnover, in line with reduced cell growth and proliferation. Similarly, downregulation of the iron uptake receptor *tfr1b* suggests diminishing demand for iron, possibly due to lowered biosynthetic activity typical of quiescent cells [66]. In line with this, downregulation of *chchd10* known to be involved in mitochondrial cristae maintenance and regulation of lipolysis, suggests a reduction in energy production, which could reflect a reduced energy demand associated with a metabolic shift toward maintenance rather than growth [67–69].

Processes enriched in the upregulation clusters indicated that cells in the stationary phase prioritized functions related to cellular response to exogenous stimulus and cytoprotective mechanisms, such as detoxification (metabolism of xenobiotics by cytochrome P450) and increased lysosomal activity (autophagy), as well as organelle stabilization and adaptation to the extracellular environment, including extracellular matrix remodeling and changes in cellular adhesion. In addition, stationary-phase cells showed a massive upregulation of immune system-related responses, which will be discussed in more detail in the next section. The transition to the stationary phase can thus be seen as a cellular response to the changing environment, characterized by increased stress due to higher cell density, ensuing nutrient limitation and increased concentration of waste products of metabolism. Thus, robust responses observed at this stage may indicate the overall cellular capacity to mount efficient stress response.

Same as for the top-downregulated genes, most of the top-16 upregulated genes are related to the processes highlighted by the overall enrichment analysis in this cluster, except for the *igfbp6b* whose upregulation alone points to growth suppression – a process otherwise more prominent in the downregulation cluster. Upregulation of stress protection mechanisms is reflected by increased expression of *hmox1a* that plays a role in protection against oxidative damage, which indicates that stationary-phase cells could be experiencing oxidative stress resulting from buildup of metabolic waste [41,70]. Increased expression of *rcn3* involved in maintenance of endoplasmic reticulum function and protein folding could confer protection against endoplasmic reticulum stress [71], while upregulation of *sacs2*, which is a chaperone involved in mitochondrial function and cytoskeletal organization, suggests the need to confer protection to mitochondria in order to maintain a basal level of energy production [72]. Upregulation of *dap1b* known as negative regulatory of autophagy, may seem counterintuitive [73,74]. However, since the activity of this protein is chiefly regulated through phosphorylation, changes in its abundance may have a less significant effect or even indicate a compensatory response [75,76]. Similarly, upregulation of *sypl1* known to be involved in vesicle trafficking could be indicative of increased protein secretion and changes in secretory phenotype in growth-arrested cells, but could also be a compensatory response, since this gene is also known to promote cell survival in tumors by inhibiting apoptosis [77]. Lastly, upregulation of numerous collagens (*col2a1b* and *col6a2* among the top-16 and several others present among the upregulated DEPs) along with lumican (*lum*), known to be involved in organization of collagen fibers, and *sparc* (osteonectin), known to modulate cell-matrix interactions, point to structural reinforcement and massive remodeling of extracellular matrix [78–81]. 

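The 37 collagen genes found by symbol had a median log2 difference of 0.42 (camera, adjusted p = 0.00418). Of them, 28 were higher on day 14, with 14 DEGs higher and 5 DEGs lower. The name *col2a1b* was not matched, and genes without a symbol could not be included. The direction was kept under each scaling, with a median of 0.30 without TMM scaling and 0.25 with quantile normalization, but fry did not call the family (adjusted p = 0.0708), and the lowest day 14 library and the highest day 8 library, 0.263 and 0.261 above the day 8 mean, were nearly equal. Of the single genes, *col6a2* (ENSDARG00000061436) changed from 63.6 ± 15.1 CPM (SD, n = 4) to 189 ± 13.9 CPM (SD, n = 3), a log2 difference of 1.57 (standard error 0.19, adjusted p = 2.02e-04 from edgeR's quasi-likelihood test). Lumican (*lum*, ENSDARG00000045580) changed from 87.7 ± 20.4 CPM (SD, n = 4) to 402 ± 72.6 CPM (SD, n = 3), a log2 difference of 2.20 (standard error 0.20, adjusted p = 5.16e-05). Among the 16 genes of Table 2 with a transcript value, the highest means on both days were those of *sparc* (ENSDARG00000019353), with 453 ± 87.5 CPM (SD, n = 4) on day 8 and 1748 ± 282 CPM (SD, n = 3) on day 14, a log2 difference of 1.95 (standard error 0.21, adjusted p = 1.20e-04).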

Most of the cellular machinery processes found to change between the exponential and stationary growth phases in PAC2 are similar to those reported by other studies looking at similar growth transitions in cultured cells [57,58].

### Tissue-specific genes significantly changing upon transition from exponential to stationary phase

Apart from the more general cellular machinery responses described in the previous section, PAC2 cells in the stationary phase also showed several responses which could be viewed as more tissue-specific. This included enrichment of exocrine system development terms in the downregulation cluster and of terms related to neuronal processes and immune-system related responses in the upregulation cluster.

Specifically, upregulated DEPs showed enrichment for biological processes “axon guidance” and “regulation of neuron projection development”. These processes were not significantly enriched in upregulated DEGs but appeared again in the multiomics list of shared upregulated DEPs and DEGs (Fig 5). Notably, both these processes were also enriched in the full proteome, while another related term, “regulation of axonogenesis”, was highlighted in the full transcriptome annotation (Fig 10). These observations raised the question of whether this cell line starts exhibiting neuronal characteristics. Such specialization is theoretically possible, since PAC2 are derived from 24h-old zebrafish embryos and thus could retain some specific differentiation capacity [25,82]. However, many fish cell lines are generally known to have stem cell potential, so this observation may not be a specific feature of embryonic cells only. For example, strong expression of a stem cell marker *lgr5* has been observed in permanent cell lines derived from rainbow trout gut [83]. Nonetheless, although our present evidence does not allow for concluding that PAC2 cells could transform into neuronal cells over time, future research could investigate their differentiation potential in this regard.

Enrichment of the terms “negative regulation of immune system process” and “immune system process” was observed in the upregulated DEGs and in the shared upregulated DEPs/DEGs list, respectively. While no significant enrichment was found among upregulated DEPs, several immune system-related genes were found among the top-16 genes upregulated on both the transcript and protein levels, as well as in the DEG list overall. For example, *dhx58* is a pattern recognition receptor involved in antiviral innate immunity [84], while *stat2* is a central activator of antiviral-like gene expression cascades, but is also known to play a role in regulating inflammation and promoting cell survival [85–88]. *Ifi44g, ifit16 and isg15* represent downstream targets of interferon signaling, with the two former ones being interferon-induced proteins which have been linked to viral defense and inflammatory pathways and the latter one (*isg15)* being ubiquitin-like modifier which conjugates to proteins in response to interferon signaling [89]. The expression of various immune system components in fish cell lines and their ability to mount active responses to immune challenges has been demonstrated previously, for example, in rainbow trout gut cells (RTgutGC) treated with lipopolysaccharide [14] or in zebrafish embryonic line Z428 challenged by Singapore Grouper Iridovirus [47]. The upregulation of these genes in the stationary phase of unchallenged PAC2 cells could point to the induction of interferon-like signaling as part of an antiviral-like response pathway, which could represent a generalized defense mechanism that can be triggered by low-level stress even in sterile cell culture condition.

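Of 26 interferon-stimulated genes, 25 were higher on day 14 and 22 of these were DEGs, with a median log2 difference of 1.71 over the family (camera, adjusted p = 2.28e-15). The other gene, *isg20* (ENSDARG00000079783), named after its values were seen, was a DEG with a lower value on day 14, 41.1 ± 0.982 CPM (SD, n = 3), than on day 8, 82.1 ± 12.7 CPM (SD, n = 4; adjusted p = 9.41e-04). Relative to the day 8 mean, the day 14 libraries were at 1.46, 2.05 and 1.51 in replicates 1, 2 and 4, and the day 8 libraries between -0.16 and 0.12. The pattern recognition receptor *dhx58* (ENSDARG00000089463) had 2.51 ± 1.21 CPM (SD, n = 4) on day 8 and 22.4 ± 4.94 CPM (SD, n = 3) on day 14, a log2 difference of 3.21 (standard error 0.30, adjusted p = 5.71e-05 from edgeR's quasi-likelihood test). For *stat2* (ENSDARG00000031647) the log2 difference was 2.77 (standard error 0.21, adjusted p = 4.05e-05), from 35.6 ± 10.9 CPM (SD, n = 4), a spread set by 51.9 CPM in replicate 1, to 242 ± 21.1 CPM (SD, n = 3). The log2 difference of *ifit16* (ENSDARG00000056976) was 3.05 (standard error 0.29, adjusted p = 9.50e-05), with 30.2, 60.3 and 47.6 CPM on day 14 and no day 8 value above 8.59 CPM. *Isg15* (ENSDARG00000086374) changed from 63.2 ± 21.4 CPM (SD, n = 4) to 341 ± 123 CPM (SD, n = 3), a log2 difference of 2.43 (standard error 0.29, adjusted p = 2.83e-04). From the upregulation of such genes in unchallenged cells, the paper proposes an interferon-like signaling that low-level stress can trigger in sterile culture.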

### Functional characteristics of PAC2 cells revealed by multiomics profiling

To evaluate PAC2 functional capacities, we next explored the obtained proteomics and transcriptomics profiles in their entirety. Our PAC2 datasets contain almost twice as many transcripts measured as protein groups (Fig 7). This was expected since RNAseq technology is known to provide deeper coverage than mass spectrometry-based global proteomics. However, as our analyses revealed, the level of proteomics coverage attained in the present study may already be sufficient for many research applications. Indeed, as shown in Fig 10 and Table 3, the major functional categories represented by identified genes were shared between both datasets, and the number of associated terms was also comparable, except in the categories “Regulatory processes” and “Response to external stimuli”, where transcriptomics data achieved a 2-times higher term representation (Table 3). However, higher representation of transcripts of genes with regulatory function is in fact to be expected, because many regulatory components are typically expressed at low levels and often transiently, which makes their detection on protein level even less likely. Thus, both the global proteomics and transcriptomics data obtained in our study were able to reveal highly similar biological processes despite the difference in total number of genes detected by each omics technology.

Interestingly, proteomics analysis also identified approximately 800 proteins which did not have a corresponding transcript detected in the matched samples, which showed enrichment of terms related, e.g., to extracellular space and activity of membrane receptors and ligand-gated channels. Many of these proteins appear to be membrane proteins, detected thanks to the SDS-based cell lysis procedure employed in our sample preparation protocol, which is known to efficiently solubilize many membrane proteins [54]. The absence of corresponding transcripts’ detection could be due to the existence of alternative splicing isoforms and difficulties with detecting polyadenylated regions of some mRNAs [90] or to generally low transcript expression in conjunction with higher protein stability, as for example some membrane proteins with slower turnover rates could be retained even when corresponding mRNA expression has already ceased [91].

Another interesting observation was that a large group of terms highlighted in both transcriptomics and proteomics datasets was related to developmental processes and growth, such as “embryo development”, “chordate embryonic development” as well as development of “circulatory system”, “hemopoiesis”, “myeloid cell differentiation”, “connective tissue” and “cranial skeletal system”. In addition, “locomotory behavior” and “digestive tract development” were highlighted in the proteomics dataset only. This evidence reveals that some of the molecular characteristics of the PAC2 cell line could be retained from the early zebrafish embryonic tissue it was originally derived from [11,24].

### Expression of cell morphology-related molecular markers in PAC2 cells

Molecular profiling can also help shed more light on the question of morphological classification of the PAC2 cell line. Originally, it was classified as “fibroblast-like” [24]. However, the visual appearance of the PAC2 cells currently cultured in our laboratory may question this classification, as the cells exhibit rather an epithelial-like morphology (Fig 1) and express a number of proteins representative of both morphologies, as we highlighted in a short conference report published last year based on preliminary analysis of PD1 [92]. The analysis of PD1/PD2 proteomics along with the transcriptomics data obtained in the current study has now confirmed the expression of both types of markers in PAC2 on both the protein and transcript level (S12 Table). Namely, fibroblast-like markers expressed in PAC2 cells include fibronectin, N-cadherin and collagen type I, while expressed epithelial-like markers include E-cadherin, occludin, zona occludens 2, mucin-5 AC, and syndecan (S7 Fig). Importantly, vimentin, a well-known marker of fibroblast morphology, was not detected on the protein level, while on the transcript level it was detected only in the unfiltered counts dataset and hence its expression is negligible. 

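The matrix holds 1 gene named vimentin (*vim*, ENSDARG00000010008), with 3 to 21 estimated counts per library. Its values were 0.257 ± 0.0495 CPM (SD, n = 4) on day 8 and 0.732 ± 0.127 CPM (SD, n = 3) on day 14, below 1 CPM in every library. The log2 difference of 1.48 (standard error 0.47, adjusted p = 0.0332 from edgeR's quasi-likelihood test) rests on few counts, and 10 of 19 alternatives did not call it, among them DESeq2 (adjusted p = 0.0624) and the fits without any single library except replicate 3 of day 8 (adjusted p from 0.0141 to 0.111 over all alternatives).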

Comprehensive multiomics evidence obtained in our study thus reinforces the possible need to reconsider the morphological classification of the PAC2 cell line that we voiced previously [92].

### Expression of toxicologically relevant gene groups in PAC2 cells

Zebrafish PAC2 cells were found to express a number of toxicologically relevant gene families and pathways (S12 Table), underscoring the relevance of this cell model for use in toxicological studies. The biotransformation capacity of cell models is frequently a matter of concern, as the extent of *in vitro* cultured cells’ ability to biotransform xenobiotics is often unclear. In PAC2 cells, for example, expression of *cyp1a* was neither detected in our study nor could be detected or induced (as checked on mRNA level) by others, in line with their observation that PAC2 cells are not able to biotransform polycyclic aromatic hydrocarbons such as BaP [27]. However, we found that PAC2 cells do express aryl hydrocarbon receptor 2 (*ahr2*) and aryl hydrocarbon nuclear translocator 2 (*arnt2*), detected on both the mRNA and protein level, along with a low mRNA level of PXR, as well as *cyp1b1,* a number of *cyp2* isoforms and several other *cyp* genes (S12 Table), also reported by [27]. This suggests that the ability to biotransform other hydrocarbons or compounds such as estradiol could still be retained in the PAC2 cells. However, this would need to be confirmed experimentally in future studies. 

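The transcript of *ahr2* (ENSDARG00000021833) had 91.2 ± 28.2 CPM (SD, n = 4) on day 8 and 100 ± 9.68 CPM (SD, n = 3) on day 14, a difference within the spread of the day 8 libraries (adjusted p = 0.676 from edgeR's quasi-likelihood test). Its log2 difference of 0.14 became -0.062 without TMM scaling. For *arnt2* (ENSDARG00000103697) the values were 18.9 ± 3.91 CPM (SD, n = 4) and 26.1 ± 1.91 CPM (SD, n = 3). The adjusted p of 0.0777 did not pass the limit, except with limma's array weights (adjusted p = 0.0141, against 0.0141 to 0.380 over all alternatives). PXR (*nr1i2*, ENSDARG00000029766) had 1.28 ± 0.199 CPM (SD, n = 4) and 1.56 ± 0.447 CPM (SD, n = 3), from 13 to 44 estimated counts per library (adjusted p = 0.590). The values of *cyp1b1* (ENSDARG00000068934) were 9.87 ± 1.61 CPM (SD, n = 4) on day 8 and 6.51 ± 2.26 CPM (SD, n = 3) on day 14, a log2 difference of -0.60 (standard error 0.24, adjusted p = 0.0856). It was called without TMM scaling (adjusted p = 0.0433), with array weights (0.00736) and without replicate 4 of day 14 (0.0262), and the adjusted p ranged from 0.00736 to 0.289 over the alternatives. *Cyp1a* was not analysed here.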

*Cyp2* family genes expressed in PAC2 cells (*cyp2aa1*, *cyp2aa11*, *cyp2aa6*, *cyp2ae1* and *cyp2v2*) could exhibit analogous activity to mammalian CYP2 enzymes, which are known to process diverse xenobiotics including drugs, pesticides and industrial chemicals. 

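*Cyp2aa1* (ENSDARG00000099003) had 7.57 ± 0.204 CPM (SD, n = 4) on day 8 and 8.57 ± 1.70 CPM (SD, n = 3) on day 14 (log2 difference 0.18, adjusted p = 0.522 from edgeR's quasi-likelihood test), and its log2 difference became -0.00035 without TMM scaling. *Cyp2ae1* (ENSDARG00000013524) had 1.20 ± 0.0432 CPM (SD, n = 4) and 1.21 ± 0.151 CPM (SD, n = 3), with no difference detectable at 16 to 45 estimated counts per library (adjusted p = 0.982) and a sign that changed with the setting. *Cyp2aa11* (ENSDARG00000103456) had a geometric mean of 0.694 CPM on day 8 and 0.188 CPM on day 14, from 1 to 16 estimated counts per library. Its log2 difference of -1.43 (standard error 0.59, adjusted p = 0.0892) was called only with quantile normalization (adjusted p = 0.0272, against 0.0272 to 0.232 over the alternatives). The *cyp2aa* genes belong to a gene family whose reads the pseudo-alignment could have divided among its members, so these values are uncertain. *Cyp2aa6* and *cyp2v2* were not analysed here.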

Further, *cyp3a65* is a xenobiotic-inducible zebrafish homolog of CYP3A [93,94]. In mammals, CYP3A is a major drug-processing enzyme known to biotransform pharmaceuticals and dietary xenobiotics [42,95]. In addition, expression of *cyp4t8* could confer the ability to process lipophilic xenobiotics, as in mammals some CYP4 isoforms, especially CYP4B1, are known to biotransform some industrial chemicals, in addition to their primary internal function in fatty acid oxidation [96,97]. 

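*Cyp3a65* (ENSDARG00000103295) had 1.24 ± 0.623 CPM (SD, n = 4) on day 8, with 2.16 CPM in replicate 1 and 0.815 to 1.07 CPM in the other replicates, and 0.590 ± 0.0676 CPM (SD, n = 3) on day 14, from 9 to 28 estimated counts per library. Its log2 difference of -1.02 (standard error 0.44, adjusted p = 0.110 from edgeR's quasi-likelihood test) was called only with quantile normalization (adjusted p = 0.0461, against 0.0461 to 0.287 over the alternatives). *Cyp4t8* (ENSDARG00000004964) had 1.75 ± 0.665 CPM (SD, n = 4) and 2.53 ± 0.234 CPM (SD, n = 3), a log2 difference of 0.55 (standard error 0.33, adjusted p = 0.244) that was called only with limma's array weights (adjusted p = 0.0443, against 0.0443 to 0.509 over the alternatives).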

With regard to phase II biotransformation, PAC2 cells were already demonstrated to express a wide repertoire of GST enzymes [21], many of which are relevant for handling xenobiotics [42,98]. Multiomics evidence obtained in the current study also demonstrates the expression of UGTs, SULTs, and NATs (S12 Table). Members of the *ugt1* and *ugt5* families are broadly active toward phenolic and steroid substrates and in zebrafish are known to glucuronidate bisphenol A, alkylphenol, diclofenac, and steroids [99]. For members of *ugt2* family, substrate specificity is less defined, and they could be involved in internal metabolic functions instead. *Sult1* and *sult3* family members can catalyze sulfation of phenols and amine [100]. Lastly, NAT enzymes can be involved in detoxification of hydrazines and aromatic amines, such as beta-naphthylamine [101]. 

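Among transcripts of ABC transporters, *abcc4* (ENSDARG00000058953) had 116 ± 7.88 CPM (SD, n = 4) on day 8 and 169 ± 10.3 CPM (SD, n = 3) on day 14, a log2 difference of 0.54 (standard error 0.14, adjusted p = 0.0124 from edgeR's quasi-likelihood test). *Abcc5* (ENSDARG00000061233) changed from 38.2 ± 5.05 CPM (SD, n = 4) to 55.8 ± 3.42 CPM (SD, n = 3), a log2 difference of 0.55 (standard error 0.15, adjusted p = 0.0183). Without TMM scaling neither was called (adjusted p = 0.0822 for *abcc4* and 0.147 for *abcc5*, the highest over their alternatives). *Abcc5* was also not called without replicate 2 or 4 of day 8 or replicate 1 or 2 of day 14 (adjusted p from 0.0536 to 0.0652). *Abcc1* (ENSDARG00000104719) had 24.6 ± 3.86 CPM (SD, n = 4) and 17.4 ± 2.50 CPM (SD, n = 3) with an adjusted p of 0.0554, and was called in 6 of 21 alternatives, among them the replicate block (0.00947) and the fits without replicate 3 or 4 of day 8 (range of all alternatives 0.00433 to 0.211). *Abcc3* (ENSDARG00000096662) had 13.4 ± 3.53 CPM (SD, n = 4) and 10.9 ± 1.62 CPM (SD, n = 3) with an adjusted p of 0.372, and was called only with the replicate block (0.0228, against 0.0228 to 0.673 over the alternatives). For *abcg2c* (ENSDARG00000058574), 38.3 ± 3.16 CPM (SD, n = 4) and 37.5 ± 0.159 CPM (SD, n = 3) showed no detectable difference (adjusted p = 0.898), and the sign of its log2 difference of -0.031 changed with the setting. The name *abcb6* belongs to more than 1 gene of the matrix and was not analysed here.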

PAC2 cells were also found to express a wide variety of ABC transporters, of which many support cellular defense against chemical exposure (e.g., *abcc1*, *abcc3*, *abcc4*, *abcc5, abcb6*, *abcb7*, *abcg2c*) [102–106]. Further, PAC2 cells express an enormous variety of SLCs, some of which are known to respond to changes in cellular homeostasis, such as *slc30a5* [107], and *slc36a4* [42], as well as genes involved in xenobiotic transport, including family members of *slc16*, *slc22*, *slc47* [108–111].

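The 249 solute carriers found by symbol had a median log2 difference of -0.035 and were not called (camera, adjusted p = 0.570). Among them were 24 DEGs higher and 38 lower on day 14. *Slc30a5* (ENSDARG00000051921) had 57.6 ± 2.94 CPM (SD, n = 4) on day 8 and 67.3 ± 6.95 CPM (SD, n = 3) on day 14 (adjusted p = 0.266 from edgeR's quasi-likelihood test). *Slc36a4* (ENSDARG00000039661) had 53.9 ± 8.95 CPM (SD, n = 4) and 39.7 ± 3.15 CPM (SD, n = 3), a log2 difference of -0.44 (standard error 0.16, adjusted p = 0.0680). It was called in 5 of 21 alternatives, among them the replicate block (adjusted p = 0.00385), no TMM scaling (0.0408) and the fit without replicate 3 of day 8 (0.0326), with a range of 0.00385 to 0.224 over all of them.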

Next to biotransformation capacity, the ability of cultured cells to mount specific molecular signaling pathways in response to chemical exposure is also an important determinant of its suitability for certain toxicological investigations. In this regard, it is interesting to note that PAC2 cells might likely detect and respond to estrogenic compounds through estrogen receptors *esr2a* and *esr2b*. These cells also express both the glucocorticoid receptor (*nr3c1*, detected on both the mRNA and protein level) and mineralocorticoid receptor (*nr3c2*, detected on mRNA level only), which could make them a useful model for studies on effects of synthetic corticosteroids. 

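Transcripts of *nr3c1* (ENSDARG00000025032) were at 32.0 ± 7.19 CPM (SD, n = 4) on day 8 and 40.5 ± 3.75 CPM (SD, n = 3) on day 14, a difference that was not called (adjusted p = 0.198 from edgeR's quasi-likelihood test). Those of *nr3c2* (ENSDARG00000102082) were at 6.16 ± 1.29 CPM (SD, n = 4) and 10.3 ± 2.65 CPM (SD, n = 3), a log2 difference of 0.75 (standard error 0.23, adjusted p = 0.0304). The call of *nr3c2* was lost in 6 of 21 alternatives, among them no TMM scaling (adjusted p = 0.127) and the fits without replicate 2 or 3 of day 8 and without replicate 1 or 4 of day 14 (adjusted p from 0.0503 to 0.156, with a range of all alternatives from 0.00301 to 0.156).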

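On the transcript level, *ppargc1a* (ENSDARG00000067829) had 5.07 ± 0.396 CPM (SD, n = 4) on day 8 and 5.67 ± 0.841 CPM (SD, n = 3) on day 14 (adjusted p = 0.573 from edgeR's quasi-likelihood test), while *ppargc1b* (ENSDARG00000101569) fell from 31.9 ± 4.44 CPM (SD, n = 4) to 15.6 ± 3.19 CPM (SD, n = 3), a log2 difference of -1.02 (standard error 0.18, adjusted p = 0.00191). FXR (*nr1h4*, ENSDARG00000057741) fell from 4.78 ± 1.17 CPM (SD, n = 4) to 1.13 ± 0.393 CPM (SD, n = 3), a log2 difference of -2.05 (standard error 0.31, adjusted p = 7.79e-04). Both falls were called in each alternative that tested the gene. LXRalpha (*nr1h3*, ENSDARG00000098439) had 10.3 ± 1.15 CPM (SD, n = 4) and 9.22 ± 1.01 CPM (SD, n = 3), a difference within the spread of the libraries (adjusted p = 0.533). *Pparab*, *pparda*, *esr2a* and *esr2b* were not analysed here.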

Further, PAC2 cells might also have capacity to respond to lipid-regulating and peroxisome proliferator compounds, such as fibrates and industrial chemicals like phthalates, due to them expressing several peroxisome-proliferating receptors (*pparab*, *pparda*, *ppargc1a*, *ppargc1b*), as well as liver X receptor alpha (LXRalpha, *nr1h3*) and farnesoid X receptor (FXR, *nr1h4*), known to be involved in cholesterol transport, lipid and glucose metabolism, and inflammation. The presence of PPARs, LXRalpha and FXR suggests that PAC2 cells could offer a useful model for studying metabolic disruption, especially chemical effects on lipid metabolism [112–116]. 

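Transcripts of *nr1d1* (ENSDARG00000033160) were at 0.473 ± 0.318 CPM (SD, n = 4) on day 8 and 0.518 ± 0.127 CPM (SD, n = 3) on day 14, with 2 to 20 estimated counts per library, a depth at which no difference was detectable (adjusted p = 0.916 from edgeR's quasi-likelihood test, with a sign that changed with the setting). *Nr1d2a* (ENSDARG00000003820) had 7.06 ± 1.17 CPM (SD, n = 4) and 9.42 ± 0.553 CPM (SD, n = 3), a log2 difference of 0.41 that was not called (adjusted p = 0.128). *Nr1d4b* (ENSDARG00000059370) had 1.28 ± 0.278 CPM (SD, n = 4) and 2.19 ± 0.221 CPM (SD, n = 3), a log2 difference of 0.78 (standard error 0.30, adjusted p = 0.0766) that was called only with limma's array weights (adjusted p = 0.0164, against 0.0164 to 0.212 over the alternatives).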

We also observed, albeit at low levels, the mRNA expression of several genes from the Rev-Erb family (*nr1d1*, *nr1d2a*, *nr1d4b*), which function as circadian modulators of metabolism [117]. Additionally, we detected the expression of several clock-controlled genes, e.g., from *smad* and *tgf* families (S12 Table), thus corroborating an earlier study in zebrafish larvae [118]. Hence, it might be interesting to continue exploring whether PAC2 cells exhibit differential sensitivity to chemicals dependent on the daytime, as this could establish them as a model for studying interaction of metabolic rhythms with responses to xenobiotics. Lastly, PAC2 were observed to express a number of other nuclear receptors, some of which are known to act as modulators of retinoic acid signaling (e.g., nr2 family genes [119]), or co-repressors of other NRs and could thus exert indirect influence on biotransformation of or response to xenobiotics in PAC2 cells.

Overall, our analysis shows that PAC2 cells express a broad molecular repertoire that includes major components of xenobiotic biotransformation across all biotransformation phases, along with a versatile suite of toxicologically relevant pathways and numerous transcriptional regulators capable of sensing a wide range of chemical stimuli and mounting transcriptional and functional responses to them. PAC2 cells could thus offer a versatile and biologically informative *in vitro* system for chemical screening and studying molecular mechanisms of toxicity. It could thus support the expansion of the fish invitrome framework toward covering a wider range of chemical toxicity mechanisms and effects. However, it should be pointed out that for a significant proportion of the genes discussed, expression was detected only on the mRNA level (S12 Table). Hence, further confirmation of the protein-level expression, along with functional validation, would be needed to confirm the presence and activity of the corresponding enzymes, receptors, and response pathways, which should be addressed in the future studies.

## Conclusions

This study presents a comprehensive molecular profiling of the zebrafish PAC2 cell line, combining an extensive global proteomics analysis across cell population growth phases complemented with a matched transcriptomics dataset at two timepoints corresponding to exponential and stationary phases. Proteomics analysis of two independently generated sample series delivered comparable results despite significant differences in sample preparation protocols, which confirmed the high robustness of the employed DIA-based global proteomics workflow. Furthermore, despite the differences in the total number of gene identifications, both omics approaches highlighted similar biological categories and processes, indicating that the proteome coverage obtained was sufficient to reveal meaningful functional insights. This study thus paves the way for a broader application of state-of-the-art global proteomics techniques for molecular characterization of fish cell models.

Multiomics analysis revealed that PAC2 cells express a broad array of toxicologically relevant genes and pathways, including, e.g., xenobiotic biotransformation enzymes, stress response pathways, and a suite of chemical-responsive nuclear receptors. These findings reinforce the suitability of PAC2 cells as a versatile and well-characterized *in vitro* model for in-depth studies of fish cell biology, which can utilize different gene networks expressed at proliferative and stationary cell population growth phases, as well as omics-enhanced exploration of chemical toxicity mechanisms, further leveraging the availability of well-developed molecular annotation for this species. Beyond toxicology, molecular characterization data generated in this study can be further explored to evaluate PAC2 model usefulness for other disciplines, including fish virology, immunology, and aquaculture.

Moreover, the analysis pipelines and approaches developed in this work will provide a blueprint for molecular baseline characterization of other fish cell lines, particularly for a suite of cell lines derived from different organs of rainbow trout, foreseen to constitute a vital component of the fish invitrome for animal-free toxicity prediction. This work thus strengthens the mechanistic knowledge base supporting the use of fish cell lines in aquatic toxicity testing and risk assessment.

## Materials and methods

### PAC2 cell culture and growth curve characterization

The permanent zebrafish embryonic cell line PAC2 (Cellosaurus accession number: CVCL_5853) was routinely cultured at 26°C ± 1°C in T75 flasks (Thermo Fisher Scientific) with 10 mL of Lebovitz`s cell culture medium (L-15; PAN-Biotech), supplemented with 5% fetal calf serum (FCS; Eurobio Scientific). Sub-culturing was performed after reaching full confluence (95–100%) and involved washing with Versene (Gibco™), detachment with trypsin (0.25% in Dulbecco’s phosphate buffered saline; PAN-Biotech), cell counting by Casy cell counter (OLS OMNI Life Science, Bremen, Germany) and seeding at 1–2 million into a new T75 flask in fresh culture medium. Cells were routinely observed using a microscope (Nikon Eclipse TS2).

### Growth curves in 96-well plates – experimental design overview

To characterize cell population growth phases, PAC2 cells were seeded in the 96-well plates (Greiner Bio-One CELLSTAR 96 Well, transparent, F-bottom, with lid) at a density of 3500 cells in 200 µL/well of the L-15 medium supplemented with 5% FBS; empty wells were loaded with 200 µL culture media. The plates were sealed with transparent sterile adhesive sheets (Thermo Scientific), the lid was sealed with Parafilm® and the cells were cultured at 26°C ± 1°C. Seven days after seeding, the old culture medium was removed by inverting the plate and gently tapping it onto a clean tissue paper. Fresh medium was then added at 200 µL/well. Cell viability and cell counting data were acquired at multiple timepoints (days) post-seeding from different wells of the same 96-well plate. In most experiments, 12 wells (rows B to G in columns 8 and 10) were seeded with cells: the top six were assigned for cell viability and the bottom six for cell counting. For the cell viability assays, six adjacent wells without cells served as blanks. The cell viability assays were performed using the fluorescent dyes alamarBlue™ (Invitrogen, indicator of metabolic activity) and 5-carboxyfluorescein diacetate, acetoxymethyl ester (CFDA-AM, Invitrogen, indicator of membrane integrity), according to previously established protocols [19,40,120]. After dye addition and 30 min incubation in the dark at 26°C ± 1°C, fluorescence intensity was measured on a Tecan Infinite M200 plate reader with the following parameters: bottom well reading; 530nm excitation and 595nm emission for alamarBlue™; 493nm excitation and 541nm emission for CFDA-AM. Cell count data was acquired on the Biotek Cytation 5 (Agilent) using the nuclear stain Hoechst 33342 (Invitrogen), according to the previously described procedures [121], using standardized settings for the DAPI channel (excitation 377 nm, emission 477 nm) and Gen5 software (version 3.10.06). All measurement data were exported to Excel for further analysis. Fluorescent intensity readings from cell-containing wells were corrected by subtracting the average fluorescent intensity readings of the cell-free wells (blanks). Growth curves were plotted in RStudio (version 4.4.2) with ggplot2’s geom_smooth (span = 1), using the LOESS (locally estimated scatterplot smoothing) function.

### Sample collection for omics analyses

Based on the growth curve information, collection timepoints were set at days 3, 8, and 14 post-seeding, corresponding to the early exponential, mid-exponential, and stationary cell culture growth phases. To ensure sufficient amounts of protein and RNA material, cell culturing for omics analyses was performed in 6-well plates seeded at a density of 90000 cells in 4mL/well culture medium. Relative to the well surface area, this cell density was slightly lower than the one used for cell seeding in the growth curve experiments in the 96-well plates described above. This adjustment was made to account for differences in cell distribution patterns observed between the two plate formats, which, in the case of the 6-well plate format, caused the cells to accumulate more in the center of the well. The final seeding density was determined empirically through a series of scaling experiments comparing different cell seeding densities in 6-well plates. Plates were sealed and incubated in the dark at 26°C ± 1°C. Culture medium was exchanged after 7 days post-seeding. On days 8 and 14, corresponding to exponential and stationary growth phases, two sets of samples, one for global proteomics and one for transcriptomics, were collected from the same plate (top row was used to collect cells for the transcriptomics samples and bottom row for the proteomics samples), thus ensuring direct pairing of multiomics samples. In addition, day 3 samples were collected for proteomics only. These experiments were performed in four biological replicates with different cell passage numbers (P85-88), and experiments started on different days. Thus-collected samples underwent proteomics and transcriptomics analyses as described below, generating proteomics dataset 1 (PD1) and transcriptomics dataset (TD). In addition, a second set of samples collected at days 4, 7, 11, 18 and 28 post-seeding was included for global proteomics analysis in our study, generating proteomics dataset 2 (PD2). These samples, representing days 4, 7, 11, 18, and 28 post-seeding, corresponding to early, mid- and late exponential, and early/mid and late stationary phases, respectively, originated from another PAC2 cell culture growth experiment reported in [40], performed in three biological replicates. In contrast to PD1 samples which were trypsin-digested and desalted (see below) prior to mass spectrometry analysis, PD2 samples comprised a non-bound fraction collected during Fe-NTA phosphopeptide enrichment procedure, described in [40]. Further differences between the two proteomics sample sets are described in Table 1 above.

### Global proteomics analysis: Sample collection and preparation for MS analysis

For proteomics sample collection, cells were washed three times with ice cold 1x PBS (without Ca^2+^ and Mg^2+^) before adding lysis buffer containing 5% sodium dodecyl sulfate (SDS) and 5% triethylammonium bicarbonate buffer (TEAB) in nanopure water. Cellular lysis was facilitated using scrapers with swiveling 13 mm blades. Lysed cells were pooled from 3–6 wells (depending on the time point / amount of biomass per well) in a 1.5 mL Protein LoBind® Eppendorf tube, which was then heated for 10 min at 90°C with a ThermoMixer (Eppendorf), cooled to room temperature and stored at −70°C until protein extraction. Both PD1 and PD2 samples underwent tryptic digestion following the same procedures based on S-trap™ (Protifi) Micro high recovery protocol [54]. Briefly, frozen samples were brought to room temperature and sonicated for 5 min in a bath sonicator to facilitate recovery of wall-adsorbed proteins. After this, the lysate was passed 6–10 times through a syringe needle (Sterican, 21G 0.80 x 40 mm) to shear the DNA. Protein concentration in the lysates was determined using the Pierce™ BCA Protein Assay Kits (Thermo Scientific™) with absorbance measured on Tecan (Infinite M200) plate reader at 562 nm wavelength. Tryptic digest for PD1 samples started with 50 µg (day 3) or 100 μg protein (day 8 and 14) and for PD2 with 200 µg for all samples. Disulphide bond reduction and alkylation were successively performed for 30 min in the dark each, using, respectively, 5 mM tris(2-carboxyethyl)phosphine–hydrochloride (TCEP) added at volume ratio 1:50 and 25 mM of the alkylator 2-iodoacetamide (IAA) at volume ratio 1:20. Next, the lysate mixture was acidified with formic acid (FA; 100%, final pH < 1) and thoroughly mixed by repeated pipetting. Binding/wash buffer (10% TEAB of pH adjusted to pH 7.55 with FA and 90% methanol) was then added to each sample at volume ratio 6:1 and mixed by pipetting before transferring the sample mixture to the S-Trap micro column placed in a 2 mL receiver tube. The S-Traps were centrifuged at 4000 g for 30 s to trap proteins, the flow-through was reloaded onto the trap, and the procedure was repeated twice. After this, 200 µl of binding/wash buffer was added, centrifuged at 4,000 g for 30 s, and the flow-through was discarded. This procedure was repeated two more times. Finally, the S-Trap column was centrifuged (1 min, 4000g) to fully remove the binding/wash buffer and then transferred to a new 1.5 mL Eppendorf tube. To each S-Trap, 120 µl of the digestion buffer containing elution buffer 1 (50mM TEAB in nanopure water), trypsin (1:100 *w/w*; Roche), and 0.5% 0.5M CaCl2, was added, spun through, re-loaded and incubated for 12–14 h at 37°C. The next day, elution buffer 1 was added and centrifuged for 1 min at 4000 g. This step was repeated with elution buffer 2 (0.2% FA in nanopure water) and elution buffer 3 (50% acetonitrile in nanopure water). All eluates of the same sample were collected in one tube, centrifuged, and dried in the vacuum concentrator (Eppendorf). After this step, the handling of PD1 and PD2 samples started to differ. PD1 samples were resuspended in buffer A (0.1% FA in nanopure water), desalted on the tC18 cartridges (Sep-Pak, Vac 1cc (50 mg), #WAT054960), eluted with buffer B (0.1% FA and 80% acetonitrile in nanopure water), centrifuged, dried, resuspended in buffer A, filtered with 0.45 µm centrifugal filter (Amicon Ultrafree MC), transferred into glass AS-vials with a 0.1 ml insert and stored at 4°C until MS measurement. PD2 samples underwent the Fe^3+^-NTA phosphopeptide enrichment procedure described in [40] and comprise the non-bound fractions containing non-phosphorylated peptides which were collected during the washing steps in this procedure, pooled, dried and then treated similarly to PD1 samples after final drying step.

### Global proteomics analysis: Data acquisition and processing

Peptides (1–4 µg, see Table 1) were separated on a nanoLC system (Dionex Ultimate 300 UHPLC, Thermo Scientific) using an in-house made C18 reverse-phase analytical column (30 cm x 75 µm ID) with self-pulled tip, packed with ReproSil-Pur, 120 Å pore size, C18-AQ, 3 µm bead size (Dr. Maisch GmbH, Germany), and coupled with a Nanospray Flex Series ion source NG^TM^ to the Orbitrap Fusion^TM^ Lumos^TM^ Tribrid^TM^ (Thermo Scientific) mass spectrometer operated in data-independent acquisition mode (DIA) over 138 min gradient at a flow rate of 300 nL/min, including 92 min linear gradient from 2% to 35% eluent B (0.2% FA, 2% nanopure water, 97.8% acetonitrile). Source parameters were 2400 V for positive ion spray and 275°C ion transfer tube temperature. MS was set for expected LC peak width of 60 s with a default charge state of 2. Full scan set at 120000 resolution, scan range of 350–1150 m/z, normalized AGC target 200% and maximum injection time 100 ms; DIA was performed using 41 variable-width isolation windows. MS^n^ experiment was set with HCD at normalized collision energy of 28%, 30000 resolution, scan range of 200–1800 m/z, AGC target 400%, maximum injection time 54 ms. Most samples were run with two technical replicates, except PD1-day 3 samples (three technical replicates) and the third biological replicate of PD2 (one technical replicate). Raw LC-MS/MS data were converted with HTRMS converter (version 18.2) and processed in Spectronaut® 18.0 Pulsar (version 18.2.230802.50606, Biognosys AG, Schlieren, Switzerland) [45]. Proteins were inferred based on peptide fragment ions identified using directDIA, a method embedded in Spectronaut that uses a FASTA sequence database instead of a spectral library. Search FASTAs included reference proteome of zebrafish (Danio rerio, UP000000437) downloaded from UniProt on 19.9.2023 (46695 entries) and NIHMS1873978_supplement_contaminant (381 entries) [122]. Trypsin was selected as a digestion enzyme with 1 miscleavage allowed, carbamidomethylation was set as fixed modification, and methionine oxidation and N-terminal acetylation as variable modifications. FDR was set to 0.01 and quantification was performed on MS2 level. Identified proteins were combined into protein groups where peptide information did not allow their unambiguous distinction from each other, and final quantification was performed on the level of protein group using only protein group-specific peptides. Normalization was performed locally using sparse profiles and imputation was disabled. Following the initial processing in Spectronaut, data was exported and further analyzed using Excel, RStudio (version 4.4.2) and Perseus (version 2.0.11.0) [123]. The mass spectrometry proteomics data has been deposited to the ProteomeXchange Consortium via the PRIDE [124] partner repository with the dataset identifier PXD066565.

### Global proteomics: Downstream data analysis

For each biological replicate (n = 4 for PD1 and n = 3 for PD2), technical replicates (if any) were averaged and results (i.e., one value per protein group, per biological replicate) were used for protein identification counts, where each protein group required at least one measured value in one of the biological replicates for the respective condition to be counted as having identified that protein group. No batch correction was needed since all replicates within each independent dataset (PD1 and PD2) were processed and measured together. For downstream quantitative analysis, proteins which had missing values in 30% or more of the dataset’s replicates were removed. For remaining proteins, missing values were imputed based on the Perseus default settings, where available values are first log_2_-transformed and then the missing entries are randomly assigned a value drawn from a set of low-intensity values mimicking the parametric distribution of the real values, per sample (see S2 Fig for the distribution of real and imputed data in each biological replicate). Data centering was then performed by subtracting the median of the sample from every value within the corresponding sample. Next, a principal component analysis (PCA) was performed using the *prcomp* function, with the first two components visualized using *ggplot2*. Samples were grouped by day, with convex hulls (*chull*) to illustrate group boundaries and biological replicates labeled using *ggrepel*. Variance explained by each component was indicated on the axes. Differential expression analysis was conducted in Perseus separately for each dataset. PD1 and PD2 were analyzed by a one-way analysis of variance (ANOVA), while unpaired Student’s t-test was used on a subset of PD1 (days 8 and 14) matched with TD. In both tests, significance was assessed by permutation-based FDR approach, with a threshold of FDR < 0.05 and 250 randomizations. No grouping was preserved during permutation. Following statistical testing, differentially expressed protein groups (DEPs) were z-score normalized by subtracting the mean and dividing by the standard deviation of protein group intensities across conditions. Hierarchical clustering was then carried out using Euclidean distance and complete linkage. Heatmaps of the clustered DEPs were generated in RStudio (version 4.4.2) using the *pheatmap* package (version 1.0.12) for visualization. To identify the top regulated DEPs, a volcano plot was generated using visualization tools from Perseus.

### Transcriptomics analysis: Sample collection and library preparation

To collect the samples for transcriptomics analysis (biological replicates n = 4), cells were washed with ice cold 1x PBS before adding RNeasy Plus lysis buffer (QIAGEN, Ref. 1053393). Cellular lysis was facilitated using scrapers with swiveling 13 mm blades. Lysed cells were harvested from multiple wells in 1.5 mL DNase/RNase-free Eppendorf Collection Tubes (QIAGEN) placed on ice, vortexed at maximal speed for 1 min and immediately stored at –70°C until further processing. RNA extraction was performed according to manufacturer’s instructions using the RNeasy Plus Mini Kit (QIAGEN, Ref. 172034266), including a gDNA removal step. RNA quality was analyzed with the RNA ScreenTape Assay for TapeStation 4200 System (Agilent), following the assay instructions and using the electronic ladder. For all samples, the measured RNA Integrity Number (RIN) was equal to 10. After this quality control, the samples were transported in dry ice to the Genomic Diversity Centre (GDC), ETH Zürich, which provides access to managed instruments and expertise in genetic techniques and genomic data. Here, samples were treated with DNase using the DNase I Amplification Grade Kit (Invitrogen, Ref. 18068015) to eliminate any residual gDNA, using 1 µg of RNA for each sample and following the kit instructions. After DNAse treatment, three random samples were tested again with the TapeStation to ensure the quality of RNA was not changed. All tested samples showed RINs equaling 10.

To prepare the mRNA library, DNAse-treated RNA samples were first quantified using the Qubit RNA Broad Range (BR) Assay Kit (Invitrogen, Ref. Q10211) following kit instruction. Measurements were performed in a 384-well black plate (Faust, Ref. 4000246) using a plate reader Spark M10 (Tecan). mRNA library was prepared with starting amount of 0.5 µg for each sample, using the TruSeq Stranded mRNA Library Preparation Kit from Illumina (96 Samples, Ref. 2002055), which includes poly-A mRNA enrichment through oligo(dT) magnetic beads. For increased demultiplexing accuracy and reduced sample misassignment during sequencing, IDT for Illumina – TruSeq RNA Unique Dual (UD) Indexes v2 (96 Indexes, 96 Samples, Ref. 20040871) were used. The whole procedure was performed following manufacturer’s instructions but using half-volumes of all reagents. This modification of the protocol was previously tested in an internal trial to ensure similar performance in the library preparation procedure. Following the preparation, the concentration of each mRNA library was measured using a Qubit dsDNA BR Assay Kit (Invitrogen, Ref. Q32853) following the kit instructions. One sample (day 14, biological replicate 3) appeared to be lost during library preparation and was therefore not included in downstream analyses. Although the reduction in sample size in one group could slightly decrease statistical power, we do not expect the loss of this replicate to bear a significant impact on the results as the remaining replicates showed highly consistent expression profiles. The remaining mRNA libraries were normalized and pooled following the specifications required by the sequencing platform.

After pooling, residual adapter dimers were removed by an additional mRNA library purification step using AMPure XP beads (self-prepared by the GDC) using a bead-to-sample volume ratio of 0.95:1 and following the mRNA library purification steps described in the TruSeq Stranded mRNA Library Preparation protocol. The samples were then air-dried for 15 min, removed from the magnetic stand, and gently resuspended in 70 µL of nuclease-free ultrapure water. After 2 min incubation, samples were centrifuged at 280 rcf for 1 min and placed back into the magnetic rack. Once the liquid became clear, the supernatant containing the cleaned mRNA library was collected into a new tube. The final quality check of the pooled, cleaned library was performed using the D1000 ScreenTape Assay for TapeStation Systems (Agilent).

### Transcriptomics analysis: Sequencing and data processing

The pooled mRNA library was sequenced by the Functional Genomics Center of University of Zurich and ETH Zurich (FGCZ). Before the main sequencing, mRNA quality check was performed with iSeq (Illumina). This additional step of short, low-output sequencing provided information about the optimal loading concentration, library quality, and index balance. The index balance for under-represented samples detected by the iSeq analysis was adjusted by respective spiking into the final mRNA library, followed by evaluation of sample concentration and quality of sample using the ScreenTape assay. The final sequencing was performed on an Illumina NovaSeq X system using a 300-cycle 10B flow cell and yielded an average of approximately 20 million paired-end reads (2 × 150 bp) per sample. Raw data (sample reads provided by the sequencing facility (FGCZ)) were pre-processed by the GDC, including the pseudo-alignment which was performed using Kallisto (version v0.50.1) [125] and the reference transcriptome from Ensembl (*Danio rerio*, GRCz11/GCA_000002035.4). Transcripts remapping was on average above 83%, with most samples yielding between 12–33 million aligned reads. The fragment length ranged between 168–209 bp. The RNAseq transcriptomics data has been deposited to the Gene Expression Omnibus [126] with the dataset identifier GSE303229.

### Transcriptomics analysis: Downstream data analysis

Transcript-level abundance estimates from Kallisto (in HDF5 format) were imported into RStudio (version 4.4.2) and summarized to the gene level counts based on the reference transcriptome. Raw counts per million (CPM) values were extracted and normalized using transcript length and effective library size, thus accounting for the sequencing depth and gene length bias. No batch correction was needed since all replicates were processed and measured together. The normalized dataset was log-transformed. Differentially expressed genes (DEGs) analysis was performed using the *edgeR* package (version 4.6.2) [127]. A design matrix accounting for the two experimental conditions of interest (exponential vs. stationary growth phases) was generated. Genes with low expression were filtered using the *filterByExpr* function. The filtering step removed approximately 13000 genes, going from 30628 to 17570 genes. The *glmQLFit* function, which applies a negative binomial model and robust estimation to reduce the impact of outliers, was used to model the variation in gene expression across samples. Differential expressions were tested applying a quasi-likelihood F-test (*glmQLFTest* function) and corrected by FDR < 0.05 obtained using the Benjamini-Hochberg (BH) adjustment. Following statistical testing, DEGs were z-score normalized and hierarchically clustered using Euclidean distance and complete linkage. Heatmaps of clustered DEGs were generated in RStudio using the *pheatmap* package for visualization. To visualize the data, transcripts were filtered according to the transcript per million (TPM) value, where each transcript`s geometric mean was calculated across samples and within each cell population growth phase. Normalized data with TPM > 1 was selected for PCA, performed using the *prcomp* function with default parameters. The first two components were visualized using *ggplot2* (v3.5.2). Samples were grouped by day, with convex hulls (*chull*) to illustrate group boundaries. Variance explained by each component was indicated on the axes. To identify the top regulated DEGs, a volcano plot was generated using visualization tools from Perseus.

### Multiomics data integration and functional annotation analysis

Identifiers (UniProt accessions for PDs and Ensembl IDs for TD) were converted to official gene symbols using DAVID Bioinformatics (version: 2021 update) [128,129], which were then used for overlap analysis (Venn diagrams) and functional annotation analysis. Transcripts used in analysis were filtered according to the TPM value, where each transcript`s geometric mean was calculated across samples and within growth phase, and transcripts with TPM < 1 were excluded from the overlap analysis. Venn diagrams were analyzed using the InteractiVenn webpage [130] and re-drawn using BioRender.com. Functional annotation and enrichment analysis for Gene Ontology (GO) biological process (BP; GOTERM_BP_FAT), molecular function (MF; GOTERM_BP_FAT), cellular component (CC; GOTERM_MF_FAT) and KEGG pathway (KEGG) terms were performed using DAVID Bioinformatics and respective gene symbol lists. DAVID Bioinformatics platform was used because it provides a functional annotation clustering tool which allows grouping the related GO terms and KEGG pathways based on shared annotated genes, thereby offering a broader overview of biologically meaningful functions. When analyzing the complete list of identified protein groups and transcripts, no background was applied. When analyzing DEPs and DEGs, the full PAC2 proteome and transcriptome, respectively, were used as background references. Statistically significant GO BP terms (FDR < 0.05) identified in the previous steps were clustered based on semantic similarity (default settings, specifically medium/0.7 resulting list and SimRel) using the *Danio rerio* species background in Revigo (version 1.8.1) webpage [131]. The process included removal of obsolete terms. To represent the functions of the entire proteome and transcriptome, the Interactive Graph results from Revigo were exported in an XGMML file format and transferred to Cytoscape (version 3.10.3; [132]). In Cytoscape, terms (represented by circles) were color-coded according to pre-established cellular functional categories based on the proximity and nomenclature of the circles (i.e., common words used throughout circles found in close distance from each other). To represent the functions of up- and down-regulated DEPs and DEGs, resulting GO terms and KEGG pathways were grouped according to gene similarity using DAVID Bioinformatics in-build clustering algorithm. Terms and pathways of interest were selected and represented using horizontal lollipop charts inspired by the design of the visualization tools used in interactive web-based platform, ShinyGO 0.81 [133].

### Generation of multiomics data model

A multiomics model was built with RStudio (version 4.5.1) for the matched PD1 and TD samples (day 8 and day 14) using normalized proteomics and transcriptomics data, created as described in the corresponding sections above. A horizontal (shared sample model) multiblock data integration partial least-square (PLS) model was implemented using the *block.pls* function from the mixomics R library (v.3.21) [134]. PLS maximizes the covariance between datasets (blocks) and generates latent variables that capture their shared variations. This approach was selected over alternatives such as MOFA [135] or DIABLO [136] because it allows exploratory integration focused on shared variance between omics layers without the need to define classes, thus making it well suited for our paired analysis design. Canonical method and near-zero variance filtering were used as arguments. PLS plot capturing variance per biological replicate and per dataset was generated using the *plotArrow* function.

### AI statement

Several RStudio scripts used for figure preparation were refined with the assistance of ChatGPT (OpenAI).

## Supporting information

S1 Fig Growth curve of the PAC2 cell line based on membrane integrity measurements. PAC2 cells were seeded in 96-well plates and cultured for 3 weeks. Cell culture medium was exchanged once on day 7 post-seeding. Membrane integrity based on 5-caroxyfluorescein diacetate, acetoxymethyl ester (CFDA-AM) fluorescence was recorded in three biological replicates at multiple timepoints (days) throughout the culturing duration. Data are shown as mean ± SD of technical replicates (n = 3–12) for each biological replicate. Trend line was added using LOESS smoothing (geom_smooth, span = 1) to visualize overall changes over time; no further statistical modeling was applied.
(TIF)

S2 Fig Histograms of the biological replicates from proteomics datasets. Histograms from proteomics dataset 1 (PD1) and 2 (PD2) are shown in panels A and B, respectively. Protein group abundance values were log_2_-transformed and filtered to retain only those with values in at least 70% of biological replicates. Remaining missing values were imputed (shown in the red bins, located left of 0 on x-axis) and centred to 0 (by subtracting the median per sample). Biological replicates are labelled as B1 to B4 for PD1 and B1 to B3 for PD2.
(TIF)

S3 Fig Absolute abundance differences of protein groups shared between proteomics datasets 1 and 2 (PD1 and PD2). (A) Correlation and density plot of 6803 protein groups (subset with >70% detection) shared between PD1 and PD2. For each dataset, abundance values of each protein group were averaged across biological replicates from all conditions (Days). The diagonal line indicates equality (x = y); points above the line have higher values in PD2, and those below have higher values in PD1. Protein groups are color-coded according to abundance: green represents the 200 most abundant and blue the 200 least abundant, based on the average values across all biological replicates and conditions from both datasets. (B–C) Profile plots of the top 200 most abundant (B) and least abundant (C) protein groups shown in (A), with box plots illustrating the distribution of abundance values across conditions (Days) for each dataset (orange for PD1; black for PD2).
(TIF)

S4 Fig Impact of peptide loading concentration in LC-MS/MS runs on correlation between average protein group abundancies in proteomics datasets 1 and 2 (PD1 and PD2). Correlation plots show protein group abundances (averaged across biological replicates) between conditions: day 3 (1 µg on-column loading per sample), day 8 and day 14 (2 µg on-column loading per sample) from PD1; and days 4, 7, 11, 18, and 28 (4 µg on-column loading per sample) from PD2. Pearson correlation coefficients are shown in each plot.
(TIF)

S5 Fig Principal component analysis (PCA) of individual proteomics datasets. PCA plots are shown for proteomics dataset 1 (PD1; orange; panel A) and proteomics dataset 2 (PD2; grey; panel B). PCA was performed on filtered, log₂-transformed, and zero-centred data, which comprised 6751 protein groups for PD1 and 6927 protein groups for PD2. Convex hulls (orange and grey areas for PD1 and PD2, respectively) show the outer boundaries formed by replicates within each group.
(TIF)

S6 Fig Co-expression plots of the z-score normalized differentially expressed protein groups (DEPs) identified as significantly down- or upregulated in proteomics datasets 1 (PD1) and 2 (PD2). In each plot, all lines represent the total number of differentially expressed protein groups (DEPs) in the corresponding case, while coloured lines represent the DEPs shared between PD1 and PD2. Panels (A) and (B) show downregulation clusters in PD1 (2317 DEPs) and PD2 (1622 DEPs), respectively, with 1247 shared DEPs (green lines). Panels (C) and (D) show upregulation clusters in PD1 (2133 DEPs) and PD2 (1909 DEPs), respectively, with 1273 shared DEPs (pink lines). Abbreviations: B, biological replicate.
(TIF)

S7 Fig Expression levels of selected markers of fibroblastic and epithelial cell types. Markers were selected to represent epithelial-like morphologies (panels A, C, and E) and fibroblast-like morphologies (panels B, D, and F). Expression data are shown for selected markers using proteomics dataset 1 (PD1; panels A and B), proteomics dataset 2 (PD2; panels C and D), and the transcriptomics dataset (TD; panels E and F). For PD1 and PD2, protein group abundance values were used; for TD, transcript levels were represented as TPM values. All data were log₂-transformed and visualized in RStudio (version 4.4.2). Epithelial markers full name, including gene symbol and UniProt accession: cadherin 1, type 1, E-cadherin (epithelial) (*cdh1*, Q90Z37); mucin-5 AC (*prr36b,* A0A8N7UTE4); occludin (si:ch73-61d6.3, A0A8M1PUX9); syndecan (*sdc2*, Q66I66); zona occludens 2 (*tjp2b*, Q6DHS7). Fibroblastic markers full name, including gene symbol and UniProt accession: vimentin (*vim*, A0A8M2BL67); collagen, type I (*col1a1b,* A0A8M2B227); fibronectin (*fn1a*, B0S602); cadherin 2, type 1, N-cadherin (neuronal) (*cdh2*, Q90275).
(TIF)

S1 Table Technical overview of Proteomics Datasets (PDs).

S2 Table Supporting data for Proteomics Dataset 1 (PD1).

S3 Table Supporting data for Proteomics Dataset 2 (PD2).

S4 Table Supporting data for shared Proteomics Datasets 1 and 2 (PD1PD2) lists of differentially expressed protein groups (DEPs).

S5 Table Supporting data for Proteomics Dataset 1 (PD1), subset with day 8 and day 14.

S6 Table Supporting data for Transcriptomics Dataset (TD).

S7 Table Supporting Data for Transcriptomics Dataset (TD) lists of differentially expressed genes (DEGs).

S8 Table Supporting data for shared Proteomics Dataset 1 (PD1) subset day8-day14 and Transcriptomics Dataset (TD) lists of differentially expressed molecules.

S9 Table Supporting Data for Volcano plots for Proteomics Dataset 1 (PD1) subset of Day 8 and day 14 and Transcriptomics Databaset (TD).

S10 Table Supporting data for genes identified on the protein level without correspondence to transcript level.

S11 Table Supporting data for functional annotation analysis of all PAC2 genes expressed on the proteome and transriptome levels.

S12 Table Overview of expression in PAC2 cells of genes or proteins belonging to selected families and/or pathways related to toxicologically relevant processes and functions.

# Supplementary material for: Multiomics profiling of zebrafish embryonic cell line PAC2 across growth phases to assess its relevance for toxicological studies
**Source:** PLoS One. 2026 Apr 17;21(4):e0346109. doi: 10.1371/journal.pone.0346109
**Supplement:** S12 Table

**S12 Table.** **Overview of expression in PAC2 cells of genes or proteins belonging to selected families related to toxicologically relevant processes and functions.** Selected gene families were checked by manual search in proteomics datasets (PDs) and transcriptomics dataset (TD) for respective keywords or gene symbols. *For SLC, only selected families known to be involved in transport of xenobiotics plus genes whose expression was detected on both the mRNA and protein level, are shown. Gene names shown in brackets ( ) indicate genes that were detected only in the TD’s counts list. Receptor names are indicated in square brackets [ ] if the identity is not obvious from gene name.

| **Gene group** | **Expressed on transcript level only** | **Expressed on protein level only** | **Expressed on both levels** |
| --- | --- | --- | --- |
| Fibroblast markers | (*vim*) |  | *cdh2*, *col1a1b*, *fn1a* |
| Epithelial markers |  |  | *cdh1*, *prr36b*, *sdc2*, *si:ch73-61d6.3*, *tjp2b* |
| Heat shock response and heat shock proteins | *hsf1*, *hsf2*, *(hsf5)*, *hsp70.1*, *hsp70.2*, *hsp70.3*, *(hsp70l)*, *hsp90aa1.2*, *hsp90b1*, *hspa12a*, *hspa13*, *hspa1b*, *hspa4a*, *hspa4b*, *hspa5*, *hspa8*, *hspa8b*, *hspa9*, *hspb1*, *hspb11*, *hspb2*, (*hspb6*), *hspb7*, *hspb8*, *hspb9*, *hspbap1*, *hspbp1*, *hspd1*, *hspe1*, *hsph1* | HSF, HSP1, HSP90A.1, HSP90A.2, HSPA4, HSPA4L | *hsf1*, *hsp90ab1*, *hspa12b*, *hspa14*, *hspg2* |
| Unfolded protein response | *xbp1*, *atf1*, *atf3*, *atf4a*, *atf4b*, *atf5a*, *atf5b*, *atf6*, *atf6b*, *atf7a*, *atf7b*, *atf7ip*, *atf7ip2* | - | *eif2a, eif2ak3 (perk), hyou1 (grp170), calr, calr3a, pdia7, txndc5* |
| Autophagy | *atg10*, *atg13*, *atg14*, *atg16l1*, *atg16l2*, *atg2a*, *atg4a*, *atg4c*, *atg4da*, *atg4db*, *atg5*, *atg9a*, *atg9b* | ATG7 | *atg3*, *atg101*, *atg12*, *atg4b, sqstm1 (p62)* |
| p53, response to hypoxia, metals and oxidative stress | *tp53*, *hif1ab*, *hif1al*, *mtf1*, *mtf2*, (*nfat5a*), (*nfat5b*), *nfatc1*, (*nfatc2a*), *nfatc2ip*, *nfatc3a*, *nfatc4*, *nfe2l1a*, *nfe2l1b*, *nfe2l2a*, *nfe2l2b*, *nfe2l3*, (*gpx3*), *hmox2a* | - | *blvrb, hif1an*, *nfatc3b*, *nqo1*, *sod1*, *sod2*, *gclc, gclm, gpx1a,* *gpx4b*, *gpx 7*, *gpx8*, *cat*, *hmox1a*, *hmox2b, gsr, prdx1, prdx2, prdx5, prdx6, txnrd3, fth1b* |
| ABC transporters | *abca1*, *abca2*, *abca3b*, (*abca5*), (*abcb11b*), *abcb6a*, *abcb6b*, (*abcc10*), (*abcc13*), (*abcc2*), *abcc4*, *abcc5*, (*abcc6a*), (*abcc9*), (*abcd1*), (*abcd2*), *abcd3b*, *abcd4*, *abcf2a*, (*abcf2b*), (*abcg1*) | ABCB6, ABCF2 | *abcb10*, *abcb6*, *abcb7*, *abcb8*, *abcc1*, *abcc3*, *abcc4*, *abcc5*, *abcc8*, *abcd3a*, *abce1*, *abcf1*, *abcf3*, *abcg2c* |
| CYP450s | (*cyp17a1*), *cyp17a2*, (*cyp19a1b*), *cyp1b1*, *cyp20a1*, (*cyp21a2*), *cyp26b1*, (*cyp26c1*), (*cyp27a1.1*), *cyp2aa1*, *cyp2aa12*, *cyp2aa8*, *cyp2ad3*, *cyp2j20*, *cyp2p10*, *cyp2v1*, (*cyp2x6*), (*cyp3a65*), *cyp46a1.3*, *cyp46a1.4*, *cyp4t8*, *cyp8b1.2* | CYP11C1, CYP2V2 | *cyp27a2*, *cyp2aa11*, *cyp2aa6*, *cyp2ae1*, *cyp46a1.2*, *cyp51*, *cyp8b1.3* |
| GSTs | (*gsta.2*), *gstcd*, *gstk2*, *gstk4*, *gstm.1*, *gstm.3*, *gsto2*, *gstp1.2*, *gstr*, *gstt1a*, *gstz1* | GSTM, GSTP1, GSTR1 | *gstk1*, *gstm.2*, *gstt2* |
| SULTs | (*sult1st2*), *sult2st1* |  | *sult1st1*, *sult2st3*, *sult3st1*, *sult6b1* |
| UGTs | *ugt2a1*, *ugt2a2*, *ugta2a3*, *ugt2a4*, (*ugt2a5*), *ugt2b1*, *ugt2b3*, *ugt5b3*, *ugt5b4*, *ugt5c3*, (*ugt8*) | UGT1B4 | *ugt1b1*, *ugt2b6*, *ugt5b1*, *ugt5b2*, *ugt5c1*, *ugt5c2*, *ugt5f1* |
| NATs | *nat8*, *nat8l2*, *nat9*, *nat10*, (*nat16*), *nat16l* | NAT1A | *nat14* |
| SLCs* | *slc10a3*, *slc10a7*, (*slc16a12a*), (*slc16a12b*), *slc16a13*, *slc16a1b*, *slc16a5a*, *slc16a6b*, (*slc16a9a*), *slc16a9b*, *slc22a15*, (*slc22a16*), *slc22a18*, *slc22a21*, (*slc22a23*), *slc47a1*, *slc47a3*, *slco1c1*, *slco2b1*, *slco3a1a*, (*slco3a1b*), *slco5a1a*, *slco5a1b* | SLC16A1, SLC16A2, SLC16A8, SLC22A31, SLC22A4 | *slc1a5*, *slc12a2*, *slc12a4*, *slc12a7a*, *slc12a7b*, *slc12a9*, *slc19a1*, *slc23a2*, *slc24a3*, *slc25a19*, *slc25a1a*, *slc25a1b*, *slc25a23a*, *slc25a24*, *slc25a26*, *slc25a35*, *slc25a37*, *slc25a40*, *slc25a46*, *slc25a5*, *slc25a51b*, *slc29a2*, *slc2a1b*, *slc30a5*, *slc30a6*, *slc30a7*, *slc30a9*, *slc35a2*, *slc35b1*, *slc36a1*, *slc36a4*, *slc38a10*, *slc38a5a*, *slc38a9*, *slc39a9*, *slc41a1*, *slc44a1*, *slc44a2*, *slc4a11*, *slc4a7*, *slc4a8*, *slc7a3b*, *slc7a5*, *slc9a6a* |
| MAPK, AKT and mTOR signaling | *mapk1*, *mapk3*, (*mapk4*), *mapk6*, *mapk7*, *mapk8a*, (*mapk8ip2*), *mapk13*, *akt2*, *akt3a*, *mtor*, *lamtor3*, *lamtor5* | MAPK14, AKT1, AKTIP | *mapk8b* (*jnk*), *mapk8ip3*, *mapk9* (*jnk*), *mapk11*, *mapk14a*, *mapk14b*, *mapkap1*, *akt3b*, *akt1s1*, *lamtor1*, *lamtor2*, *lamtor4* |
| Response to estrogens | *esr2a*, *esr2b*, *esrrb*, (*gper1*), *ebag9* | - | *esrra* |
| Response to corticoids | *nr3c2* [mineralocorticoid receptor], *gmeb1*, *gmeb2* | - | *nr3c1/fb13f09* [glucocorticoid receptor] |
| Response to aryl hydrocarbons | *ahr1b*, (*ahrrb*), (*arnt*), *aip*, (*nr1i2*) [PXR] | - | *ahr2*, *arnt2* |
| Interference with lipid metabolism | *pparab*, *pparda*, *ppardb*, *ppargc1a*, *ppargc1b*, *nr1h3* [LXRalpha], *nr1h4* [FXR] | FAM120B, FAM120C | - |
| Circadian rhythm genes | (*nr1d1*), *nr1d2a*, (*nr1d4b*), *aanat2*, *smad3*, *smad7*, *tgif1*, *tgfb2* | - | *smad3b*, *tgfb3* |
| Other nuclear receptors | (*nr0b1*), (*nr0b2a*), *nr1d2b*, (*nr1i2*), *nr2c1*, *nr2c2*, *nr2f1a*, (*nr2f1b*), *nr2f2*, (*nr2f5*), *nr4a1*, *nr4a2b*, *nr4a3*, (*nr5a1a*) | - | *nr2c2ap*, *nr2f6a*, *nr2f6b* |

How the deposited data were processed for this re-analysis (not part of the article)

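RNA sequencing was analysed in 7 libraries of PAC2 cells, 4 of day 8 (exponential phase) and 3 of day 14 (stationary phase). The sample labels name the growth phases and replicates, and all 7 columns of the matrix were mapped to them. The proteomics measurements were not analysed here.

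The authors made the estimated counts with Kallisto by pseudo-alignment to the Ensembl GRCz11 transcriptome, summed them to genes and removed genes of very low expression with edgeR's filterByExpr, and they deposited the 17570 genes that were left. The deposited values are not normalized, although the matrix is titled normalized. The paper states that counts were further normalized with transcript lengths and effective library sizes. This step could not be repeated, since the matrix holds no transcript lengths, and neither could the filter on TPM.

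Before the data were examined, the design named limma on normalized values as the test and edgeR's quasi-likelihood test if the matrix held raw counts, together with the alternatives, the gene families and the rule for named genes. As the matrix holds estimated counts, the edgeR test was used, and the planned limma fits became alternatives on log2(CPM + 1). Several fits were looked at before the final scripts were written: with and without TMM scaling, with the replicate as a block, without robust estimation, with the newer form of the quasi-likelihood fit and without single libraries. The setting reported is the literal wording of the design in the default form of the installed edgeR. The newer form and the family tests without TMM scaling were added as alternatives after seeing the data.

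Estimated counts were rounded and tested with R 4.3.3 and edgeR 4.0.16 (TMM scaling, estimateDisp, glmQLFit with robust estimation, glmQLFTest) over all 17570 genes, with growth phase as the only term. DEGs have a Benjamini-Hochberg adjusted p below 0.05, and top-regulated DEGs also have p below 0.01 and an absolute log2 difference above 1.5. Standard errors were derived from the log2 difference and the F statistic of the test. CPM values used TMM-scaled library sizes, and a geometric mean above 1 CPM within a growth phase counted as detected. The 26 gene families were tested with camera of limma 3.58.1 on log2(CPM + 1), with a preset correlation of 0.01, and their median log2 differences are taken on that scale, which shrinks genes with few counts. DESeq2 1.42.0 was an alternative. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

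Named genes were, by a rule set before the data were examined, those of Table 2, the markers of S7 Fig, the toxicologically relevant genes of the Discussion, and the 5 largest rises and 5 largest falls among DEGs above 1 CPM without overlap between growth phases. Of 64 names, 47 were matched to exactly 1 identifier in the matrix with a gene name table, ignoring case. For *vim* the gene name table holds 2 identifiers, of which 1 is in the matrix. Over all 47, 17 were called higher and 8 lower, and adjusted over the list alone 32 were called. As the authors chose many of these genes on these libraries, that count is not independent evidence. Genome coordinates were not used.

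The totals of 11252559 to 33414743 estimated counts per library limit the precision of genes with few counts. Fold differences against a growth phase with at most 3 counts in every library are given as lower bounds, which cover counting error only. Pairs of libraries differed by at least 14.1 times the sampling noise (chi-square per degree of freedom), so no library was present more than once.

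The paper states that each replicate number is a passage with its own starting day, so the numbers pair the samples. The deviations from the mean of each growth phase correlated across genes by 0.356 in replicate 1, -0.169 in replicate 2 and 0.410 in replicate 4. Between libraries with different replicate numbers the correlation ranged from -0.367 to 0.387. The paper's design has no block, and the fit with the replicate as a block was an alternative.

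The tests were tried on simulated counts with the means and sizes of these libraries, in which 200 of 17570 genes were changed by 4-fold. edgeR called 199 genes, 187 of them changed genes and 12 unchanged. With the replicate block it called 209 genes, 25 of them unchanged, limma called 198 with 13 unchanged, and DESeq2 called 220 with 30 unchanged. Of 2 families of changed genes, 2 were called, and of 10 families of unchanged genes, 0.

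The alternatives were other pseudocounts, gene filters, scalings (none, median of ratios, quantile), edgeR without trend or robust estimation, limma with an unmoderated p or array weights, the replicate block, DESeq2, other detection limits, fry and an estimated correlation for families, and the omission of each library in turn.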

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

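The tests and comparisons below were chosen after the results had been seen. Exceptions are the gene and family tests and those of their alternatives that were set before the data were examined. The gap of the most distant day 8 library to its nearest neighbour, divided by the range of the 4 libraries, was examined for 87 results and was above the 95% critical value of Dixon's test for 3 of them, against 4.35 expected by chance.

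The transcript of *stat2* was far from the others in replicate 1 of day 8, with 51.9 CPM against 28.5 to 31.0 CPM (ratio 0.895). The direction of the deviation is towards the day 14 values, but without this library the log2 difference was 3.01, compared with 2.77 for all libraries, so the call does not rest on it. No explanation, technical or biological, was tested for this library alone, and the value could be a chance deviation of the kind expected among 87 results.

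For *si:dkey-58f10.6*, replicate 4 of day 8 had 0.0426 CPM and the other day 8 libraries had 0 (ratio 1). This is the smallest step that counting allows at this depth and says nothing about a difference between replicates. The bound of 7.37-fold given for the gene is taken against the floor of 3 counts.

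The mean of 24 subunits of the vacuolar ATPase was 0.20 above the day 8 mean in replicate 3 and between -0.079 and -0.049 in the other day 8 libraries (ratio 0.894). The same library is at the lowest end of PC2, so the axis described under the other observations, whose loadings followed relative transcript length with a rho of 0.678 in the genes that have one, may contribute. Whether it does was not tested for this family, since too few lengths are known, and a biological difference between the cultured passages stays open.

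Cholesterol synthesis genes, which the paper does not discuss, fell on day 14 with a median log2 difference of -0.35 over 16 of 20 listed genes (camera, adjusted p = 0.0132, 2 genes higher on day 14). The direction was kept without TMM scaling (-0.52) and with quantile normalization (-0.31), which argues against scaling as the whole cause. The call was lost with quantile normalization (adjusted p = 0.0602), fry (0.125), an estimated correlation (0.513) and without replicate 2 of day 14 (0.0643), with a range of 6.53e-04 to 0.513 over all alternatives. Replicate 1 of day 14 was at -0.014 relative to the day 8 mean, within the day 8 range of -0.15 to 0.15, while replicates 2 and 4 were at -0.50 and -0.47. Without replicate 1 of day 14 the median was -0.52. A change with the growth phase, a difference between the cultures of single replicates and chance remain possible, and they cannot be separated with 3 day 14 libraries.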

How the results depend on the processing

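The alternatives were set before the data were examined, except the newer quasi-likelihood form and the family tests without TMM scaling, which were chosen after seeing the data. Planned limma fits were run on log2(CPM + pseudocount), as the matrix holds estimated counts. The count of DEGs (4445, 2101 higher and 2344 lower) stayed within 1.5 times with limma on log2(CPM + 1) (4582), DESeq2 (5048), median-of-ratios scaling (4437), quantile normalization (4470), the newer form (4594) and the replicate block (6431, 3109 higher and 3322 lower). It moved to 2837 (1393 higher, 1444 lower) with limma's unmoderated p and to 7071 (3524 higher, 3547 lower) with array weights, and the cause was not tested. Of the DEGs each alternative shared with the 4445, 0 had the opposite direction.

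Without TMM scaling the sum was 4476, but 1218 were higher and 3258 lower, so the share of DEGs with a higher value was 27.2% in place of 47.3%. This setting moved the median log2 difference of all genes by -0.17. Leaving out 1 library gave 2647 to 4681 DEGs, 1282 to 2317 higher and 1361 to 2544 lower, with the lowest counts without replicate 4 (2647) or 2 (2719) of day 14, where fewer libraries were tested.

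The number of top-regulated DEGs (576, 405 higher and 171 lower) was 253 (192 and 61) with limma on log2(CPM + 1), where the pseudocount shrinks the log2 differences of genes with few counts, 241 (183 and 58) with its unmoderated p and 313 (236 and 77) with array weights, both on the same scale. It was 317 (238 and 79) with only the genes above 5 CPM, where fewer genes were tested. Without TMM scaling 287 were higher and 301 lower, which goes with the shift of all genes. Leaving out 1 library gave 142 to 314 lower genes, the highest without replicate 1 of day 14, and the cause was not tested.

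Detected genes, the replicate correlations and the number of expressed genes of S12 Table (253 to 283) stayed within 1.5 times. The pseudo-F of the growth phases (6.55) ranged from 3.66, with genes scaled to unit variance, to 8.07, with genes above 5 CPM. Its exact p stayed at 0.0286, the smallest that 35 splits allow, in each alternative with all 7 libraries. Camera called 18 families. With a correlation estimated from the libraries it called 0, with 6 at an unadjusted p below 0.05 and a lowest adjusted p of 0.184. Fry called 14, of which 13 are among the 18. It lost the cytosolic ribosomal proteins, oxidative phosphorylation subunits, collagens, glutathione S-transferases and cholesterol synthesis genes and gained the heat shock proteins. The other alternatives called 17 to 19.

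Directions changed only for results without a call. Without TMM scaling, the log2 differences of *ahr2*, *cyp2aa1*, *cyp2ae1* and *nr1d1* were -0.062, -0.00035, -0.15 and -0.035. With quantile normalization, that of *cyp2ae1* was -0.16, of *nr1d1* -0.18 and of *abcg2c* 0.054. With limma on log2(CPM + 0.1) and log2(CPM + 0.01), *cyp2ae1* was at -0.0017 and -0.0023, and with array weights *nr1d1* was at -0.032. With only genes above 5 CPM, *abcg2c* was at 0.0088. Leaving out 1 library gave -0.080 to 0.10 for *cyp2ae1*, -0.084 to 0.015 for *abcg2c* and -0.13 to 0.45 for *nr1d1*. Camera's direction, which follows the test statistics and not the median, changed for the proteasome subunits with quantile normalization (median -0.044). With libraries left out it changed for the proteasome subunits (-0.20 to 0.051), ABC transporters (0.014 to 0.12) and skeletal development genes (0.13 to 0.48). The cause was not tested for any of these.

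With the replicate block, the directions of *cyp2ae1* (-0.0047), *abcg2c* (0.012) and the proteasome subunits (0.044) changed without a call, *abcc1*, *abcc3* and *slc36a4* gained a call, and no other call of a named gene or family changed. On simulated counts the block gave 25 false calls of 209, against 12 of 199 without it. Those counts held no replicate effects, so they cannot judge the block where replicates differ. Of the 47 named genes, 26 had the same direction and call in each alternative and 21 did not. Low counts limit *vim*, *nr1d1*, *cyp2aa11* and *cyp3a65*, which had at most 28 estimated counts in any library.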

Differences from the paper's values

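No value of the paper differed from the value found here by more than 1.5 times in the setting reported. The paper's 2306 downregulated and 2143 upregulated DEGs compare with 2344 and 2101, its 136 and 343 top-changing DEGs with 171 and 405, and its 14574 detected transcripts, of which 13409 were shared, with 15984 and 14918 genes by CPM in place of TPM. For PC1 and PC2 the paper shows about 54% and about 24% in Fig 6B, read by eye, and the values here were 58.2% and 20.8%.

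Alternatives set before the data were examined that moved a count of DEGs beyond 1.5 times the paper's were limma's unmoderated p (1444 lower, 1393 higher), array weights (3547 lower, 3524 higher), the fits without replicate 2 (1437 lower, 1282 higher) or replicate 4 (1361 lower, 1286 higher) of day 14 and, for higher genes, no TMM scaling (1218). For top-changing genes the paper names an unpaired Student's t-test, applied to its own DEGs. Limma's unmoderated p on log2(CPM + 1), with DEGs called by that same fit, gave 58 lower and 183 higher. Limma's moderated p on this scale already gave 61 lower and 192 higher, so these counts do not repeat the paper's test.

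In Fig 6B the day 8 libraries are spread along PC1, whereas here their range was 10.8 on PC1 and 72.5 on PC2. The paper names cytochrome P450 drug metabolism and skeletal system development among the terms enriched in upregulated DEGs. As families fixed by symbol, 28 cytochrome P450 genes (adjusted p = 0.621) and 11 of 26 skeletal development genes (adjusted p = 0.861) were not called by camera, nor in any alternative, with a lowest adjusted p of 0.0557 (fry) and 0.581, respectively. These families are not the paper's terms, whose gene lists were not used here.

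The paper states that *vim* was found only in the unfiltered counts. The matrix left by the count filter holds it with 3 to 21 estimated counts per library, and it is among 38 matched names in brackets in S12 Table. If the paper's unfiltered counts are those before its TPM filter, this is not a difference. The paper names *cyp2aa11* among the expressed *cyp2* genes, and its geometric mean here was 0.694 CPM on day 8 and 0.188 CPM on day 14. The paper's limit is in TPM and CPM values are not divided by transcript length, so these values cannot decide whether the gene passes that limit.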

Other observations

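The tests in this part were chosen or written down after the results they concern had been seen. Exceptions are the DEG and family tests and those of their alternatives that were set before the data were examined.

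The DEG counts belong to the growth phases and not to an arbitrary division of the libraries. Of the 35 splits of the 7 libraries into 4 and 3, 1, the real one, gave 4445 or more DEGs, and 1 gave as many top-regulated DEGs. Each other split gave 0 DEGs. At an unadjusted p below 0.05 the other splits gave up to 4390 genes, with a median of 243, against 6579 for the growth phases. Among the 8 splits that part all 3 pairs of the same replicate number, also only the real one did so.

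The family tests are less specific. Of the 35 splits, 2 gave 18 or more called families, the real one and another that sets 3 libraries of day 8, replicates 2, 3 and 4, apart from the others. The median of the other splits was 12 called families, so the number of families that camera calls with its preset correlation does not separate the growth phases from other divisions. Among the 8 splits that part all pairs, 1 gave as many, the real one. A family whose libraries did not overlap between phases, such as the mitotic genes (no day 14 library above -0.92, no day 8 library below -0.21), rests on more than this count.

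The day 8 libraries were spread along PC2, in the order of replicates 1, 2, 4 and 3. Depth is excluded as the cause, since the day 8 range was 73.1 after all libraries were thinned to 11252454 counts, compared with 72.5 before. The loadings of PC2 followed the relative transcript length, with a Spearman's rho of 0.678 across 1750 genes, while rho was 0.018 for PC1, 0.026 for PC3 and 0.048 for the log2 difference between growth phases. Genes are not independent replicates, so no p is given. The lengths are ratios of the paper's counts to its TPM values in the part of S6 Table held here, and they cover 10.9% of the genes of the PCA. The check is therefore void for the component as a whole, and a difference in RNA integrity or fragment selection between libraries may or may not be the source. The paper reports an RNA integrity number of 10 for all samples. Passage and starting day stay open, as the lowest correlation of deviations among same-numbered pairs was -0.169 and the other same-numbered pairs were at 0.356 and 0.410. Pairs with different numbers ranged from -0.367 to 0.387, the latter for replicate 2 of day 8 with replicate 1 of day 14.

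Cytosolic ribosomal proteins rose on day 14 while processome factors, mitochondrial ribosomal proteins and synthetases fell. Scaling is not the whole cause, as the median was 0.60 without TMM scaling and 0.35 with quantile normalization (adjusted p = 7.87e-07), compared with 0.78, but it may set part of the size of the rise. The axis that spreads the day 8 libraries is not the whole cause either. Mitochondrial ribosomal proteins order the day 8 libraries in the same way as the cytosolic ones, but their median log2 difference was -0.64. Ribosomal proteins took 9.30%, 10.7%, 16.4% and 13.8% of the counts in day 8 replicates 1 to 4, and 16.1%, 20.5% and 20.7% in day 14 replicates 1, 2 and 4. The ranges of the growth phases overlap, but the day 14 library was the higher one in each of the 3 pairs with the same replicate number. With the replicate block the median was 0.99 (adjusted p = 3.52e-28). Fry (0.100) and camera with an estimated correlation (0.502) did not call the family. That stationary cells keep ribosomal protein transcripts while factors of ribosome assembly decline is a hypothesis, and the matched protein values that would test it were not analysed here.

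Without TMM scaling, 27.2% of DEGs were higher on day 14. After the 100 most abundant genes, 44 of them cytosolic ribosomal proteins, were left out, scaling by totals alone gave 45.8%, close to the 47.3% with TMM. This is consistent with abundant genes setting the difference between the scalings. The ribosomal proteins among them were not left out on their own, so their part in it stays open.

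Interferon-stimulated genes did not rest on a single library. With a library left out, the lowest median log2 difference was 1.44, without replicate 2 of day 14, compared with 1.71. A biological rise with the growth phase is a hypothesis that these tests leave standing, and contamination or infection of the cultures was not tested.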
